# *Wolbachia* Infection Modifies the Profile, Shuttling and Structure of MicroRNAs in a Mosquito Cell Line

**DOI:** 10.1371/journal.pone.0096107

**Published:** 2014-04-23

**Authors:** Jaime G. Mayoral, Kayvan Etebari, Mazhar Hussain, Alexander A. Khromykh, Sassan Asgari

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that play important roles in many biological processes such as development, cell signaling and immune response. Small RNA deep sequencing technology provided an opportunity for a thorough survey of the miRNA profile of a mosquito cell line from *Aedes aegypti*. We characterized the miRNA composition of the nucleus and the cytoplasm of uninfected cells and compared it with the one of cells infected with the endosymbiotic bacterium *Wolbachia* strain *w*MelPop-CLA. We found an overall increase of small RNAs between 18 and 28 nucleotides in both cellular compartments in *Wolbachia*-infected cells and identified specific miRNAs induced and/or suppressed by the *Wolbachia* infection. We discuss the mechanisms that the cell may use to shuttle miRNAs between the cytoplasm and the nucleus. In addition, we identified piRNAs that changed their abundance in response to *Wolbachia* infection. The miRNAs and piRNAs identified in this study provide promising leads for investigations into the host-endosymbiont interactions and for better understanding of how *Wolbachia* manipulates the host miRNA machinery in order to facilitate its persistent replication in infected cells.

## Introduction

MicroRNAs (miRNAs) are small non-coding RNAs of ∼22 nucleotides (nt) produced by animals and plants as well as some viruses. miRNAs may be encoded from non-coding transcripts, introns or even coding regions. miRNA genes are expressed mainly by RNA polymerase II in the nucleus as primary miRNA (pri-miRNA) [1], [2]. pri-miRNA is cleaved by Drosha to a 60- to 80-nt precursor miRNA (pre-miRNA) with multiple mismatches and bulges, which is then exported by Exportin-5 to the cytoplasm and cleaved by Dicer-1, generating an approximately 22-nt double-stranded miRNA (miRNA-5p: miRNA-3p duplex). After the sequential processing of miRNA precursors, mature miRNA joins specific Argonaute proteins (AGO) in what is referred to as an miRNA-induced silencing complex (miRISC) and guides miRISC to complementary mRNA sequences to regulate their expression [1], [3], [4]. In plants, miRNAs usually pair nearly perfectly with target sites, while in animals complementarity of miRNAs with their target sequences is partial [4]. Perfect pairing between a target and nucleotides 2–8 from the 5′ end of the miRNA (seed region) usually plays a significant role in target recognition [3], [5].

The main function of miRNAs is the regulation of gene expression at the post-transcriptional level. miRNAs repress or up-regulate most of the genes that they control by a small amount. Yet, collectively they affect nearly all the cellular pathways, from development to oncogenesis [1]. In the last few years, investigators have studied the involvement of miRNAs in host-pathogen interactions. This involvement is now well established, but the amount of studies in insects is limited. Their role has been shown by disrupting the biosynthesis of host miRNAs, inhibiting specific miRNAs or by studying the miRNA profile of the host before and after infection [6]. These changes in the miRNA levels may be induced by pathogen-derived components (including their own miRNAs) or as an immune response mechanism to infection [1].

*Wolbachia* are gram-negative endosymbiotic bacteria that are transmitted maternally and potentially infect more than 40% of all insects [7]. The bacteria’s impacts on the host are variable, but they are best known for i) the manipulation of the host reproductive system; however, in some cases this relation has evolved to symbiotic rather than parasitic [8]; ii) inhibition of replication of several vector-borne pathogens including arboviruses such as dengue and chikungunya viruses in *Aedes aegypti* by some strains of this bacterium, and the human malaria parasite *Plasmodium falciparum* after the successful establishment of *Wolbachia* in an important malaria vector, *Anopheles stephensi* [9]. This places *Wolbachia* as potential agent for the control of insect-transmitted diseases. Despite the relevance of these discoveries, the molecular mechanisms behind these effects are largely unknown and need to be elucidated.

There are currently only three studies that have elucidated the involvement of miRNA in the interaction between *Wolbachia* and its host, *Ae. aegypti*. Using microarrays, Hussain et al. (2011) found that 35 miRNAs changed their expression levels between tetracycline-treated (Tet) and *w*MelPop-CLA infected (Pop) mosquitoes. They showed how *Wolbachia* up-regulates the abundance of aae-miR-2940 and in turn it up-regulates the transcript levels of the host *metalloprotease f41 ftsh* to guarantee its persistence within the host cells [10]. A subsequent study showed that infection with *Wolbachia* supresses the expression of the *AaDnmt2 DNA methyltransferase* gene involved in host defence and gene regulation and that infection with dengue virus (DENV) induces it [11]. Interestingly, aae-miR-2940 down-regulates the expression of *AaDnmt2*. A reduction of the transcript levels of *AaDnmt2* by the miRNA caused an inhibition of *Wolbachia* replication, but promoted the replication of DENV. Experimental results suggested a causal link between the *Wolbachia* manipulation of aae-miR-2940 and the blocking of DENV replication in *Wolbachia* infected cells. Finally, Osei-Amo et al (2012) found that the up-regulation of aae-miR-12 in infected cells with *Wolbachia* affects the transcript levels of *DNA replication licensing* (*MCM6*) and *monocarboxylate transporter* (*MCT1*) genes. Using a specific inhibitor (antagomirs) against aae-miR-12, *Wolbachia*’s dependence on this miRNA to guarantee its persistence within the host cell was demonstrated [12].

To further investigate the manipulation of host mosquito miRNAs by *Wolbachia*, in the present work, we provide a comprehensive analysis of the miRNA profile in the nucleus and the cytoplasm of *Ae. aegypti* Aag2 cells and how the infection with *Wolbachia* alters this composition. We study how *Wolbachia* infection changes the levels of some of the most abundant miRNAs and identify key miRNAs that are highly regulated and could play important roles in immunity and defense in mosquito cells.

## Materials and Methods

### Insect Cell Lines Culture

*Ae. aegypti* Aag2 cells were maintained in growth media in a 1∶1 mixture of Mitsuhashi–Maramorosch and Schneider’s insect media (Invitrogen) supplemented with 10% FBS. Aag2 cells infected with the *w*MelPop-CLA strain of *Wolbachia* (+Wol) were maintained as Aag2 cells. +Wol cells have been maintained as infected for the last three years in the lab with regular replenishing of the culture from liquid nitrogen stocks. *Wolbachia* density was regularly examined by qPCR using specific primers to the *wsp* gene (wsp-F, 5′- ATCTTTTATAGCTGGTGGTGGT-3′; wsp-R, 5′-GGAGTGATAGGCATATCTTCAAT-3′).

### Nuclear and Cytoplasmic RNA Extractions and Small RNA Sequencing

Cytoplasmic and nuclear fractions were isolated using PARIS kit (Ambion) according to the manufacturer’s instructions. Briefly, cells were washed with PBS, pelleted at low speed and gently resuspended in 300 µl of ice-cold cell fractionation buffer, incubated on ice for 10 min, centrifuged at 2000 rpm at 4°C for 5 min. The pellet contained the nuclear fraction that was resuspended in 300 µl cell disruption buffer and vortexed vigorously. The supernatant contained the cytoplasmic fraction. RNA from both nuclear and cytoplasmic fractions was extracted with 2× lysis/binding buffer followed by using filter cartridges and eluted in 50 µl heated elution buffer supplied in the kit. RNA concentrations were measured using a spectrophotometer, and integrity and separation of fractions was ensured through analysis of RNA on a 1% (w/v) agarose gel (Figure S1).

A small RNA library was generated from all samples using the Illumina Truseq Small RNA Preparation kit at LC Sciences (Houston, USA). The purified cDNA libraries were sequenced on Illumina GAIIx and raw sequencing reads (36 nts) were obtained using Illumina’s Sequencing Control Studio software version 2.8 followed by real-time sequencing image analysis and base-calling by Illumina’s Real-Time Analysis version 1.8.70. Deep sequencing data have been deposited in NCBI’s Gene Expression Omnibus [13] and are accessible through GEO Series accession number GSE55210.

### Computational Pipeline for Predicting miRNAs

In order to filter data from impurity sequences, reads without 3′ adaptors and also reads with less than 16 nt were discarded and clean data considered as mappable reads for further analysis. Tab separated files with the read sequences and their counts were used as input file for further analysis with miRanalyzer [14]. An updated version of miRanalyzer, a web-based server for the detection of known and prediction of novel miRNAs was used for this analysis. This software is based on a random forest classifier and implements a highly accurate machine learning algorithm (Support Vector Machine) to predict new miRNA candidates from high throughput sequencing data [15]. In brief, to analyze differential expression of miRNAs in two libraries, miRanalyzer uses an R package (DESeq) to count read data. First, each library is analyzed individually and then the software combines the reads to reach a normalization value for each dataset. After this stage, a new Normalized Expression Value is defined for each miRNA. Due to software limitation, a maximum of two groups can be compared at the same time and the normalized value can be different for each miRNA when one of those libraries would be compared with another dataset.

The ultrafast short read aligner Bowtie was used to align the reads to the *Ae. aegypti* genome and miRNA database. We allowed a maximum of two mismatches in the genome, and known and homologous miRNA databases in our mapping parameters. Also, one mismatch was implemented for other transcribed libraries such as Rfam and Repbase. The software’s default seed alignment length for Bowtie (17 for known miRNA, 19 for genomes and 20 for other transcribed libraries) was selected for all the analyses. Reads mapped to the RepBase (www.girinst.org/repbase) and Rfam (http://rfam.sanger.ac.uk) were removed before further analysis. To find conserved miRNAs, all short reads from deep sequencing were mapped to *Ae. aegypti* known miRNA sequences as the primary source of reference. We previously described the approach for the identification of novel miRNAs and the criteria to predict their pre-miRNA structures from genome sequences [16].

Differential expression of miRNAs between two conditions was analysed based on the DESeq package [17] on miRanalyzer server. Normalization of sequence counts for each sample was achieved by dividing the counts by a library size parameter of the corresponding library and the final fold change values were given in log2 scale.

### RNA Extraction, cDNA Synthesis and qPCR

Total RNA from Aag2 and Pop cells was isolated using Tri-Reagent (Ambion Inc.), and subsequently treated with DNase I before being used for reverse transcription. A total of 2 µg of RNA for each sample was reverse transcribed using oligo dT in a total volume of 20 µL. qPCR with AGO1 (forward: 5′-CGCAGACAAGAAGGAACAGA-3′ and reverse: 5′-TCCCACAGGACGTGATAATG-3′), AGO2 (forward: 5′-CTGGACATGACTTGCCTGAA-3′ and reverse: 5′-AGCTCATGGTTGCTTCCAAT-3′) and AGO3 (forward: 5′-GTTATAATCTGCCCAACGTC-3′ and reverse: 5′-CCCAGTTTGCAGTTCATCTG-3′) gene-specific primers was performed to determine their mRNA levels in Aag2 and Pop cells. Platinum SYBR Green Mix (Invitrogen) with 1 µL of the first-strand cDNA reaction was used in a Rotor-Gene thermal cycler (Qiagen) under the following conditions: 95°C hold for 30 s, then 40 cycles of 95°C for 15 s, 50°C for 15 s, and 72°C for 20 s, followed by the melting curve (68–95°C). Three biological replicates with three technical replicates were analysed. The *RPS17* gene was used for normalization of the RNA templates. The Student t test was used to compare the differences in means.

### Northern Blotting of Small RNAs

Cytoplasmic and nuclear fractions were isolated from *w*MelPop-CLA infected and non-infected *Ae. aegypti* mosquitoes, and subsequently total RNA was extracted from the fractions as described above. The RNA samples were run on 15% urea denaturing polyacrylamide gel, electroblotted to a nylon membrane by a semi-dried Western blotting apparatus (Bio-Rad), and UV cross-linked. DNA oligonucleotides reverse complementary to specific miRNA sequences were labelled with [α-^32^P]-dCTP using terminal nucleotide transferase. All probe hybridizations and washings were done under stringent conditions at 50°C. Blots were exposed to a phosphorimager screen overnight, and radioactive signals were detected using a phosphorimager scanner (Storm). For removing the old probe, blots were washed in boiling 0.1% SDS twice for 15 min each time. Stripping of the probe was confirmed by scanning the blots as described above.

## Results and Discussion

### Deep Sequencing of Small RNAs

Illumina small RNA deep sequencing platform was used to characterize and compare the abundance of miRNAs in the nucleus and the cytoplasm of Aag2 cells with and without *Wolbachia* strain *w*MelPop-CLA (Pop) infection. 

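One small RNA library was sequenced from each of the 4 samples, the nuclear and the cytoplasmic fraction of Aag2 cells, an *Ae. aegypti* cell line, and of Pop cells, the same line carrying the *Wolbachia* strain *w*MelPop-CLA. There was 1 library per condition and no replicate, so the differences below have no replicate check, and intervals cover counting error only. Reads from PCR without molecular identifiers are not independent molecules. For each library the authors deposited the reads that miRanalyzer and Bowtie assigned to each known *Ae. aegypti* miRNA with up to 2 mismatches, the number of distinct sequences among those reads, and the same reads as RPM, scaled to a fixed total, of the library and of the miRNA reads. The read counts summed to 164773 in the nucleus and 365394 in the cytoplasm of Aag2 cells, and to 344706 and 423533 in the same fractions of Pop cells. The lists held 93, 97, 97 and 99 miRNAs in the same order, down to single reads, and 111 different miRNAs in all. Pop had 2.09 times the miRNA reads of Aag2 in the nucleus and 1.16 times in the cytoplasm, while it had 1.19 and 1.77 times the sequenced reads the paper states. A miRNA was counted as detected with at least 10 reads, the smallest count listed in Table S1. For each pair of libraries the counts were scaled by the median of the ratios over miRNAs with reads in both, the DESeq method named in the paper's methods, and a log2 ratio was computed without a pseudocount.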

We obtained 23,755,504 and 5,129,315 reads from the nuclear and cytoplasmic fractions of Aag2 cells, respectively and 28,255,577 and 9,069,354 reads for Pop cells in the same cellular compartments, respectively. We removed the reads with less than 15 bases, low quality reads and reads without a 3′ adaptor. Reads mapped to Rafm and Repbase (7–18%) were discarded before any further analysis. Figure 1 shows the number of reads for each library after the adaptor removal and also the number of reads that mapped to the *Ae. aegypti* genome. Approximately, 50% of reads were mapped to known miRNAs when they were blasted against miRBase v20; this percentage was considerably lower (34%) in the nuclear fraction of Aag2 cells (Figure 2). 

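The totals behind the deposited RPM values give the share of miRNA reads in each library. These miRNA totals are larger than the sums of the listed counts, by 1361 and 2331 reads in the nucleus and the cytoplasm of Aag2 cells and 3833 and 2455 in those of Pop cells, which belong to no listed miRNA. In Aag2 cells, 166134 of 23635405 nuclear reads were in the miRNA total (0.703%, 95% Wilson interval 0.700 to 0.706) and 367725 of 5023042 cytoplasmic reads (7.32%, 7.30 to 7.34). In Pop cells the shares were 1.25% of 27977835 nuclear reads (1.24 to 1.25) and 4.75% of 8959869 cytoplasmic reads (4.74 to 4.77). The nuclear fraction of Aag2 cells had the lowest share of the 4 libraries. The share rose 1.77-fold from Aag2 to Pop in the nucleus, and in the cytoplasm the share in Pop was 0.649 of that in Aag2.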

The percentage of reads that mapped to protein coding mRNA sequences was 8–22% of all clean reads for each library, which were considered RNA degradation products and were also discarded (Figure 2).

**Figure 1:**
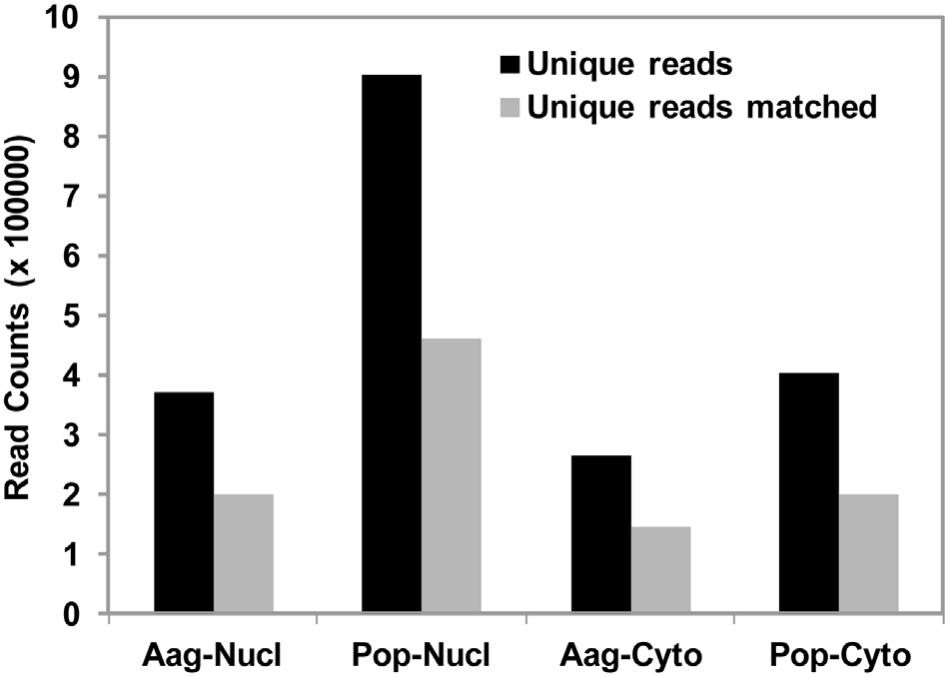
Number of unique reads and unique reads that matched the *Ae. aegypti* genome from the four libraries deep sequenced using RNA samples from the nucleus and the cytoplasm of Aag2 and Pop cells.

**Figure 2:**
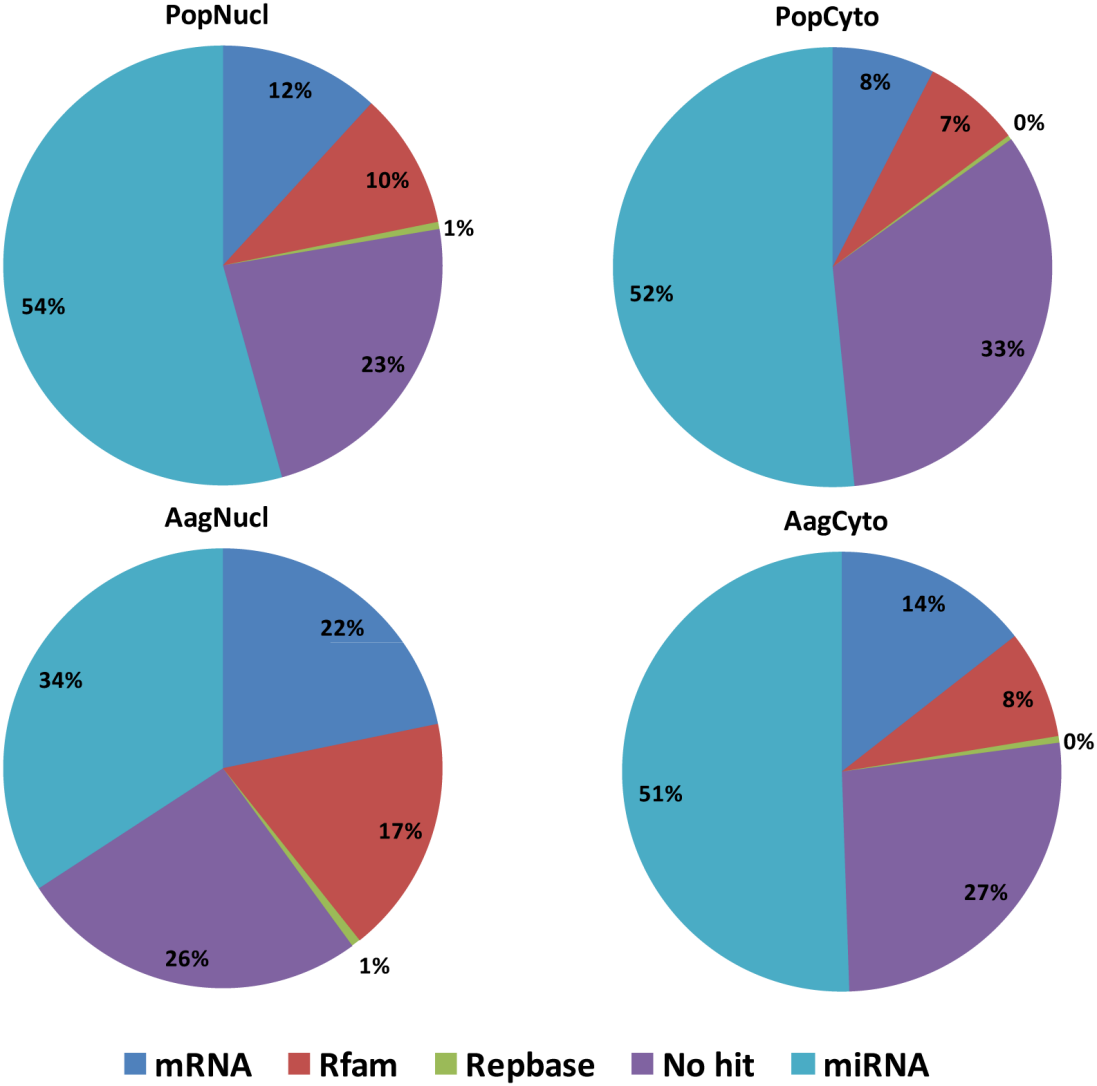
Small RNA deep sequencing reads statistics for the four libraries deep sequenced using RNA samples from the nucleus and the cytoplasm of Aag2 and Pop cells.

### Nucleus and Cytoplasm of Mosquito Cells have Different miRNA Profiles

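With at least 10 reads as the minimum, 71 miRNAs were detected in Aag2 cells, 62 in the nucleus and 66 in the cytoplasm. The number depended on the minimum: 105 miRNAs had at least 1 read in Aag2 cells and 63 had at least 20. Because the cytoplasmic library had more miRNA reads than the nuclear one, all libraries were also subsampled to the 164773 miRNA reads of the Aag2 nucleus, where the cytoplasm of Aag2 cells kept 55.3 detected miRNAs on average over 100 draws, against 62 in the nucleus. The smallest share that 3 reads could show was 0.00182% of the miRNA reads in the nucleus and 8.2e-04% in the cytoplasm.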

Globally, 71 different miRNAs in Aag2 cells were identified; 62 were detected in the nucleus and 66 in the cytoplasm (Table S1). 

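In Aag2 cells 57 miRNAs had at least 10 reads in both fractions, 5 in the nucleus alone and 9 in the cytoplasm alone. All 5 of the nuclear miRNAs also had reads in the cytoplasm: miR-1 had 30 reads in the nucleus and 8 in the cytoplasm, miR-34-3p 21 and 2, miR-252-5p 22 and 4, miR-1889-3p 18 and 9, and miR-1890 13 and 7. By the sequenced reads the paper states, the log2 ratio of nucleus to cytoplasm was 1.18 for miR-34-3p and 0.25 for miR-252-5p. It was below 0 for miR-1 (-0.30), miR-1889-3p (-1.21) and miR-1890 (-1.32). Of the 9 cytoplasmic miRNAs, 4 had no read in the nucleus, namely miR-1175-3p with 38 cytoplasmic reads, miR-285 with 12, and miR-210 and miR-932-5p with 11 each. The largest counts belonged to miR-1175-5p with 122 cytoplasmic and 3 nuclear reads, and miR-1174 with 93 and 1. Set against all other miRNA reads, the reads of 12 of the 14 miRNAs differed between the 2 libraries with an adjusted p under 0.05 (two-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 14), a test that compares these libraries and not the conditions. The exceptions were miR-125-5p, with 9 nuclear and 15 cytoplasmic reads (adjusted p = 0.51), and miR-137, with 7 and 11 (adjusted p = 0.49). The 14 were selected on the same counts, so the test does not show how many of them the minimum of 10 reads accounts for. With the libraries subsampled to equal miRNA reads, 10.8 miRNAs on average were detected in the nucleus alone and 4.11 in the cytoplasm alone.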

Fifty seven miRNAs were found in both compartments, but miR-1, miR-34-3p, miR-252-5p, miR-1889-3p and miR-1890 were detected only in the nucleus; nine other miRNAs were detected solely in the cytoplasm; miR-125-5p, miR-137, miR-210, miR-282-5p, miR-285, miR-932-5p, miR-1174, miR-1175-3p and miR-1175-5p (Figure 3A). In the data obtained from cells infected with *Wolbachia*, 81 different miRNAs were identified and 64 of those were detected in both cellular compartments. miR-11-5p, miR92a-5p, miR-932-3p, miR-965, miR-988-5p and miR1175-5p were expressed in the nucleus and 11 in the cytoplasm: miR-1, miR-10, miR-22, miR-79-3p, miR-137, miR-219, miR-263a-3p, miR-285, miR-286b, miR-1174 and miR-1175 (Figure 3B; Table S1). 

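In Pop cells 81 miRNAs had at least 10 reads in at least 1 fraction, 70 in the nucleus and 75 in the cytoplasm, with 64 in both. The 6 miRNAs past the minimum in the nucleus alone all had cytoplasmic reads, from 2 for miR-932-3p to 9 for miR-11-5p. The clearest of them were miR-11-5p, with 46 nuclear reads (adjusted p = 1.9e-08, Fisher's exact test), and miR-92a-5p, with 44 nuclear and 3 cytoplasmic reads (adjusted p = 1.2e-11). For miR-965, miR-988-5p and miR-1175-5p, with 10, 12 and 12 nuclear against 4, 5 and 7 cytoplasmic reads, a difference was not detectable at this depth (adjusted p = 0.077, 0.068 and 0.19 by the same exact test). Of the 11 miRNAs past the minimum in the cytoplasm alone, miR-10 had 462 cytoplasmic and 3 nuclear reads and miR-285 had 113 and 9; the other 9 had at most 20 cytoplasmic reads. The reads of 11 of the 17 differed between the 2 Pop libraries with an adjusted p under 0.05. The 17 were likewise selected on the counts that were tested. With a minimum of 20 reads, 3 miRNAs were detected in the cytoplasm alone, and after subsampling to equal miRNA reads 3.32 on average.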

Our data suggested that the profiles of miRNAs in both compartments were quite different and that the presence of *Wolbachia* induced the synthesis of new miRNAs and therefore changes in the host miRNA composition. 

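Among miRNAs with at least 10 reads in both fractions, 14 of 57 in Aag2 cells had a scaled count at least 2-fold higher in the nucleus and 15 in the cytoplasm. In Pop cells 11 of 64 were at least 2-fold higher in the nucleus and 16 in the cytoplasm. In Aag2 cells the ratios of nucleus to cytoplasm were highest for miR-276-3p, for miR-87 (log2 ratio 2.38, 95% interval of counting error 1.99 to 2.78) and for miR-13-5p (2.31, 1.44 to 3.23), and lowest for bantam-5p (-4.13, -4.52 to -3.76), miR-10 (-3.68, -4.76 to -2.78) and miR-7 (-3.16, -4.05 to -2.39). In Pop cells they were highest for miR-2946 (1.94, 1.76 to 2.13), miR-306-3p (1.69, 0.74 to 2.73) and miR-13-5p (1.69, 1.14 to 2.27), and lowest for miR-124 (-3.72, -4.31 to -3.17), miR-9a (-3.48, -3.90 to -3.08) and miR-125-5p (-3.11, -3.31 to -2.92). For miR-124, miR-9a and miR-125-5p, reads of another animal in the Pop libraries are not excluded. Families listed as having members in vertebrates and none in insects had 251 nuclear and 13091 cytoplasmic reads in Pop cells. The numbers of miRNAs past 2-fold depended most on the scaling: by the sequenced reads the paper states, 0 miRNAs were at least 2-fold higher in the nucleus in either cell line, and 56 in Aag2 and 52 in Pop were at least 2-fold higher in the cytoplasm. The paper proposes that the profiles of the compartments differ and that *Wolbachia* changes the miRNA composition of its host.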

To verify the deep sequencing data, we analyzed the abundance of a number of randomly selected miRNAs in the nuclear and cytoplasmic fractions of *Wolbachia*-infected and non-infected whole mosquitoes by Northern blotting and found that the trend in changes in the abundance of the miRNAs were consistent between the blots and the expression values (Figure 4). However, miR-2940-5p, which was found in all the four libraries at various levels, was almost absent in RNA samples from mosquitoes without *Wolbachia* when analyzed on the Northern blot. Nevertheless, this is consistent with our previous observations that miR-2940-5p is exclusively found in *Wolbachia*-infected mosquitoes, but present in Aag2 and C6/36 non-infected cell lines, although at lower levels compared to their respective *Wolbachia*-infected cells [10], [11]. 

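In the deep sequencing of the cell lines, miR-2940-5p had 5629 reads in the nucleus and 18353 in the cytoplasm of Aag2 cells, and 23853 and 21633 in Pop cells. From Aag2 to Pop its scaled count had a log2 ratio of 0.60 in the nucleus (95% interval of counting error 0.56 to 0.64) and -0.46 in the cytoplasm (-0.49 to -0.43). The nuclear ratio was above 0 under every scaling tried, while the cytoplasmic one was 0.024 with the libraries scaled by their total miRNA reads.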

Numerous studies have shown that cell lines are different to whole organisms that consist of several tissues and cell types [18]–[21]. However, when homogenous infection of cells is considered, cell lines could provide useful information. To the best of our knowledge, this is the first comprehensive study on the expression and changes of miRNAs in the nucleus and the cytoplasm and how they change after being challenged with a pathogen.

**Figure 3:**
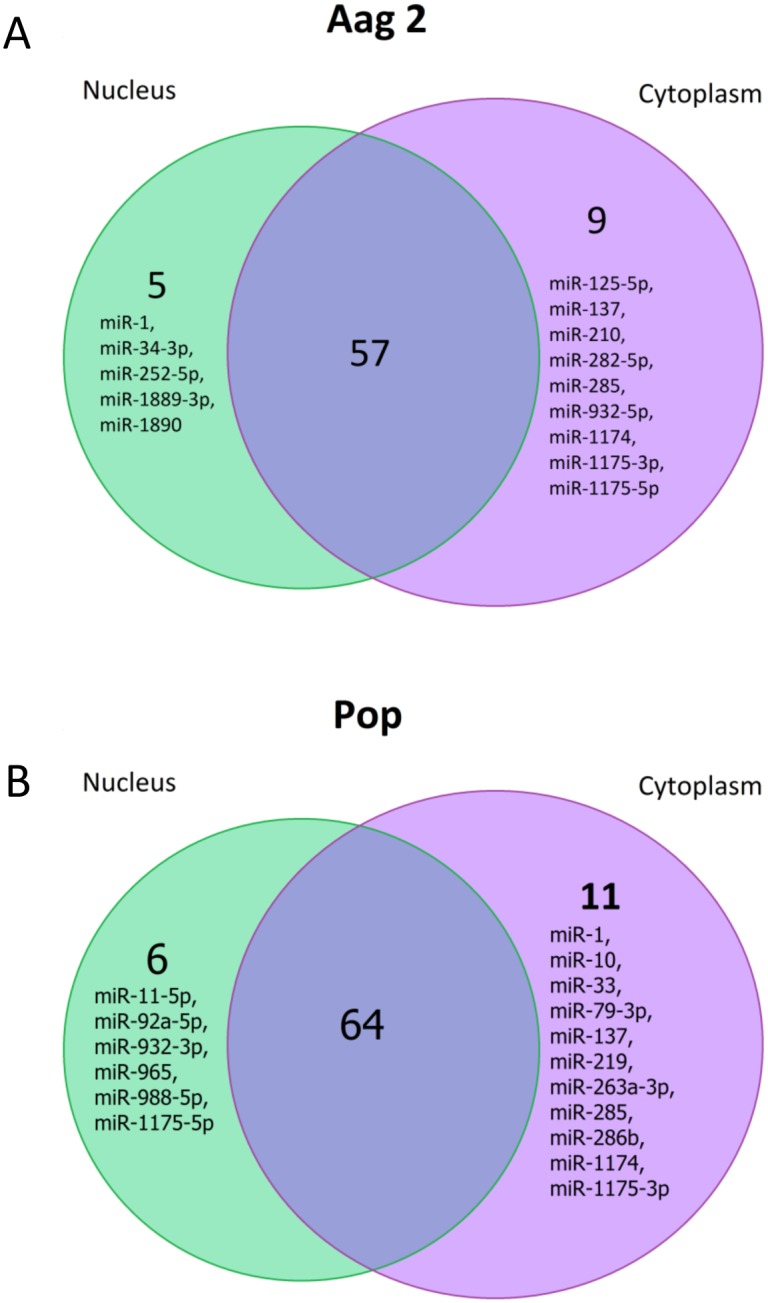
Differentially expressed miRNAs in the nucleus and the cytoplasm of (A) Aag2 cells and (B) cells infected with *Wolbachia* (Pop).

**Figure 4:**
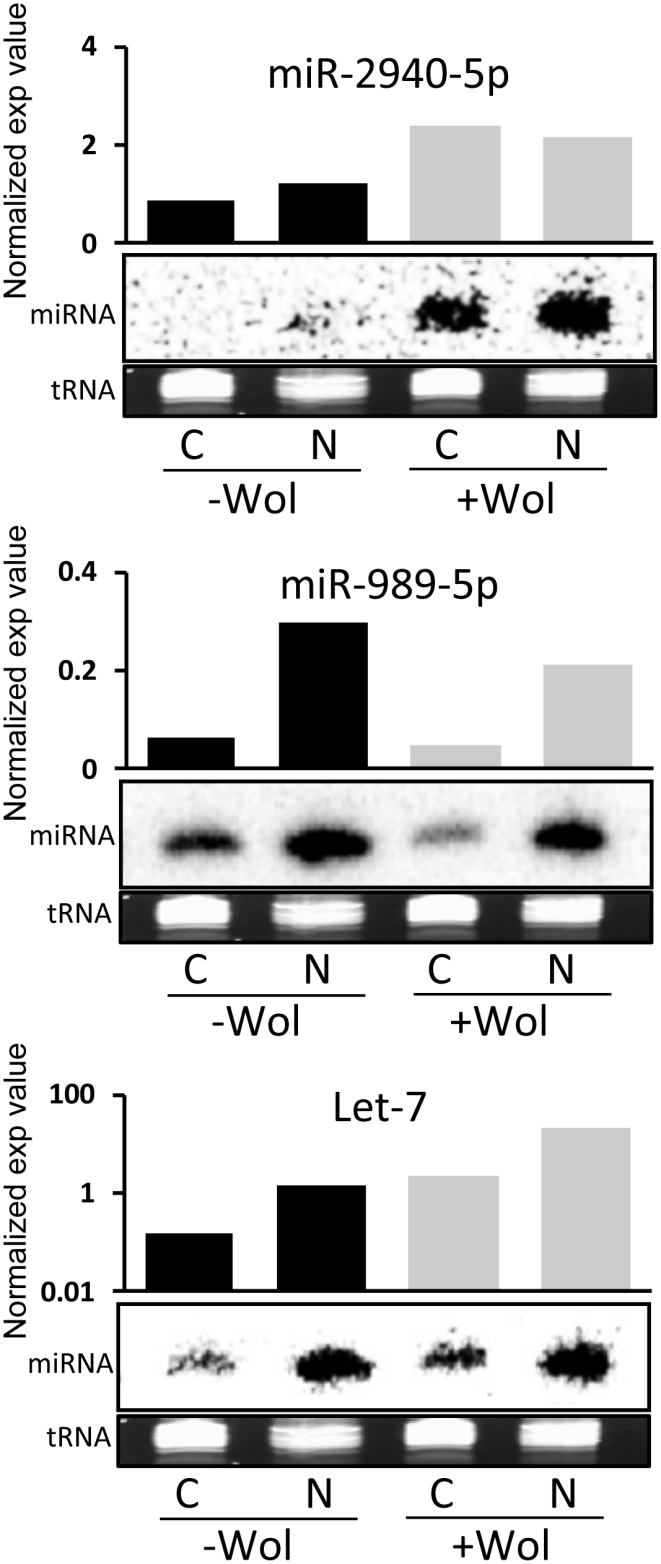
Verification of deep sequencing data. Northern blot analysis of RNA extracted from nuclear and cytoplasmic fractions of *w*MelPop-CLA infected (+Wol) and non-infected (–Wol) *Ae. aegypti* whole mosquitoes and their relevant read counts from the small RNA deep sequencing. The same blot was used multiple times after removal of probe. tRNA is shown as loading control. C, cytoplasmic fraction; N, nuclear fraction.

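Of the 3 miRNAs shown, let-7 had 146 reads in the cytoplasm and 15 in the nucleus of Aag2 cells, and 2120 and 218 in Pop cells. Its log2 ratio of nucleus to cytoplasm was -2.10 in Aag2 cells (95% interval of counting error -2.97 to -1.33) and -3.02 in Pop cells (-3.23 to -2.82). Reads of another animal are not excluded for let-7 in the Pop libraries. miR-989 had 1485 cytoplasmic and 1493 nuclear reads in Aag2 cells and 1903 and 1340 in Pop cells, with log2 ratios of 1.19 (1.09 to 1.30) and -0.24 (-0.34 to -0.14). As RPM of the library, miR-989 was at 296 in the cytoplasm and 63.2 in the nucleus of Aag2 cells, and at 212 and 47.9 in Pop cells. For miR-2940-5p the log2 ratio was -0.52 in Aag2 cells (-0.56 to -0.48) and 0.40 in Pop cells (0.38 to 0.43). Scaled by the sequenced reads the paper states, all 3 had a lower count in the nucleus than in the cytoplasm in both cell lines, with log2 ratios from -5.49 for let-7 in Aag2 cells to -1.50 for miR-2940-5p in Pop cells.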

Since the machinery necessary for the final steps of the processing and maturation of miRNA is located in the cytoplasm, finding nucleus-specific miRNAs may look contradictory from a biosynthetic point of view. However, as described above, we found several miRNAs solely in this compartment and similarly, we have identified others that are highly abundant in the nucleus but had a low copy number in the cytoplasm. 

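In Aag2 cells miR-276-3p had 7487 of 164773 miRNA reads in the nucleus and 1806 of 365394 in the cytoplasm. Scaled as a pair by the median of ratios, these counts were 11287 and 1198, a log2 ratio of nucleus to cytoplasm of 3.24 (95% interval of counting error 3.16 to 3.31). In Pop cells the reads were 15817 and 9004 and the log2 ratio was 1.08 (1.04 to 1.11). Scaled by total miRNA reads, by TMM or by miRNA reads without miR-184, the log2 ratio in Aag2 cells stayed between 3.20 and 3.57. As RPM of the library, miR-276-3p was at 317 in the nucleus and 359.5 in the cytoplasm, and scaled by the sequenced reads the paper states the log2 ratio was -0.16 in Aag2 and -0.83 in Pop cells, since a smaller share of the nuclear reads was assigned to miRNAs.

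**Figure D1:**
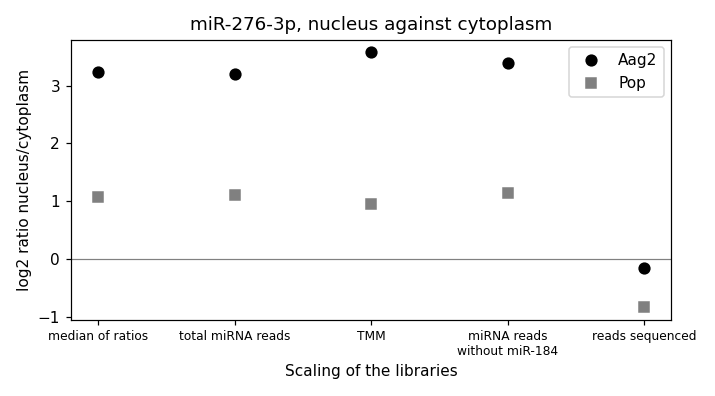
The log2 ratio of miR-276-3p reads in the nucleus to the cytoplasm (vertical axis) under 5 scalings of the libraries (horizontal axis), with 1 library per point and no error bars; circles are Aag2 and squares Pop cells. The points lie above 0 under the first 4 scalings and at -0.16 and -0.83 when scaled by sequenced reads.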

A good example is miR-276-3p, which copy number in the nucleus and the cytoplasm were 11,287 and 1,197, respectively. The question arises as to how these mature miRNAs could be detected in high quantities in the nucleus (and at different levels and composition from those in the cytoplasm) and whether they are selectively transported to the nucleus. This will be discussed in more details in the section “miRNA trafficking between the nucleus and the cytoplasm”.

### *Wolbachia* Enhances the Biogenesis of Small RNAs and AGO mRNAs

The sequence length distribution of small RNAs (sRNAs) for the four deep sequenced libraries are shown in Figure 5A and 5B. In the nucleus of Aag2 and Pop libraries, there were two well-defined peaks at 18 and 22 nt, and some other smaller peaks flanking those lengths, which is the typical range for mature miRNAs. The two samples shared a similar pattern; however, in *Wolbachia*-infected cells there was an overall increase in the number of all small RNAs between 15 and 30 nt. This was also true for the data obtained in the cytoplasm (Figure 5B). In the cytoplasm, reads with 18–22 nt were less abundant than those with 26–30 nt, which correspond to the PIWI-Interacting-RNAs (piRNAs). piRNA-like sequences were more abundant than miRNA-like sequences regardless of the presence of *Wolbachia*. piRNA is a distinct class of small RNAs with a larger size than miRNA and short interfering RNA (siRNA). They do not originate from hairpin-shaped precursors (different from miRNA) or double stranded RNAs (difference with siRNA). piRNAs interact with PIWI proteins and produce piRNA-induced silencing complex (piRISC), which can bind to RNAs in animal germ lines [22]. These complexes have been shown to be associated with post-transcriptional gene silencing and epigenetic of retrotransposons in germline cells [23]. Traditionally, piRNAs were not associated with host-pathogen associations, but recent studies have shown that piRNAs could have an important role in this interaction [24]–[27]. Although the number of piRNA sequences were considerably higher in the cytoplasm in comparison to other sizes, there was a smaller peak at 18 nt and another at 21–22 nt, especially after *Wolbachia* infection (Figure 5B). In both cellular compartments, the sequence reads at 27–30 nt were clearly induced after infection.

**Figure 5:**
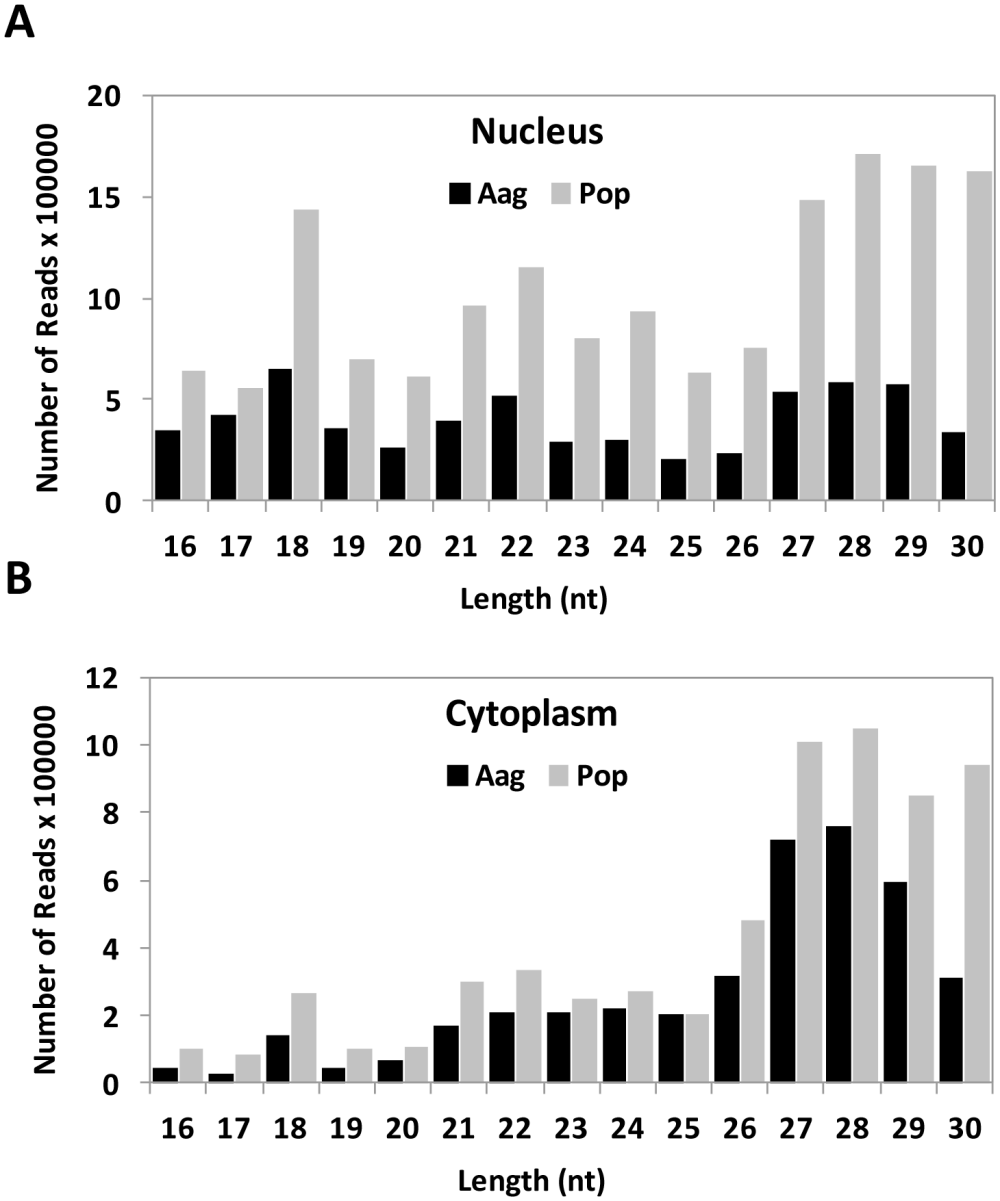
Length distribution of mappable reads obtained from deep sequencing from the four libraries deep sequenced using RNA samples from the nucleus (A) and the cytoplasm (B) of Aag2 and Pop cells.

After the finding that *Wolbachia* induced the overall levels of sRNAs of most sizes, we hypothesized that the machinery involved in its processing and loading could be affected. Using RT-qPCR, we quantified the mRNA levels of the Argonaute proteins AGO1–3 in non-infected and infected cells with *Wolbachia*. Consistent with our deep sequencing data, there was an overall increase in the mRNA levels of the three AGOs (Figure 6). We have found only another study that studied the response of AGO proteins after the challenge with a pathogen. Wang et al. (2013) characterized the four members of the Argonaute family AGO1, AGO2, AGO3 and PIWI in *Bomyx mori*, and using microarray, they studied changes in these proteins in response to infection with the baculovirus *Bombyx mori* nucleopolyhedrovirus (BmNPV) or *Escherichia coli* [28]. Six hours after infection with BmNPV, the expression of AGO1–3 and PIWI were up-regulated 2.8 to 5.0 times, while *E. coli* infection induced 1.5-fold increase in the expression of both AGO2 and PIWI. It is likely that an increase in the levels of AGO proteins is a general response to infection. This increase in AGO proteins together with higher levels of available small RNAs (Figure 5A and 5B) may result in a more efficient defence response by enhancing immunity and activating the RNAi pathway. In addition, these data suggest that there may be differences in the type of AGO proteins that become involved depending on the nature of the infection.

**Figure 6:**
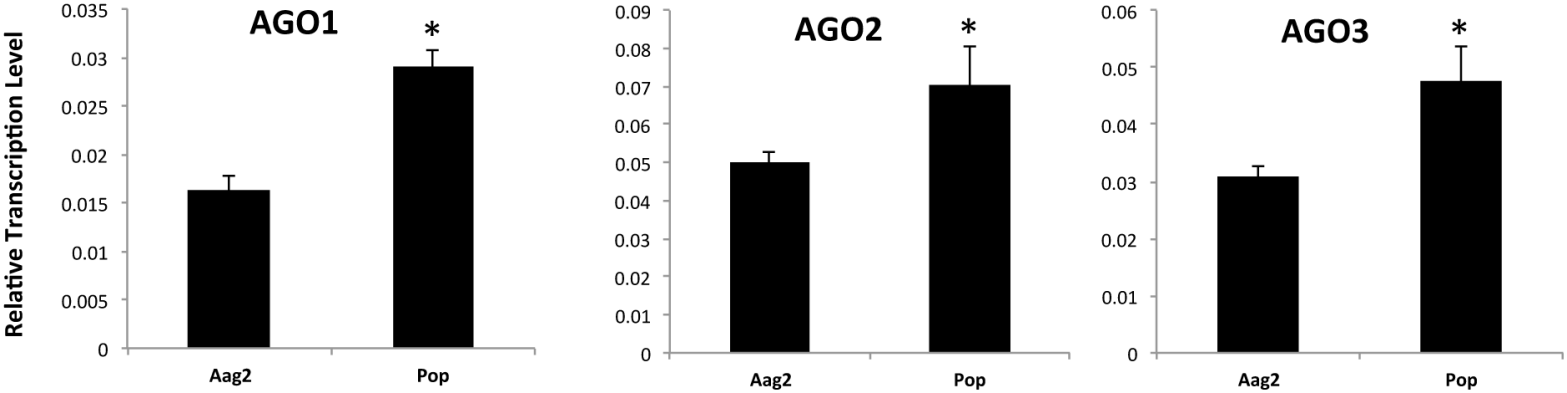
RT-qPCR analysis of mRNA transcript levels of Argonaute 1–3 (AGO1–3) in Aag2 and Pop cells. For each sample, three biological replicates with three technical replicates were analyzed (*p<0.05).

### *Wolbachia* Changes the Host’s miRNA Profile

#### Most abundant miRNAs

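miR-184 took 75955 reads or 46.1% (45.9 to 46.3) of the miRNA reads in the nucleus of Aag2 cells, with the 95% Wilson interval in parentheses, 141728 reads or 38.8% (38.6 to 38.9) in their cytoplasm, 151887 reads or 44.1% (43.9 to 44.2) in the nucleus of Pop cells and 182195 reads or 43.0% (42.9 to 43.2) in their cytoplasm. It had from 2.08 times the reads of the second most abundant miRNA, in the cytoplasm of Aag2 cells, to 4.20 times, in the nucleus of Pop cells. The second place was held by miR-275-3p in both nuclei (23981 reads in Aag2, 36158 in Pop), by miR-317 in the cytoplasm of Aag2 (68123) and by miR-2940-3p in the cytoplasm of Pop cells (54279). The 4 most abundant miRNAs together took from 71.2% of the miRNA reads in the nucleus of Pop cells to 77.5% in the nucleus of Aag2 cells. Of the distinct sequences, in place of reads, miR-184 had from 14.9% to 18.5%.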

The most abundant miRNAs in the nucleus and the cytoplasm of Aag2 are shown in Table 1. miR-184, miR-317, miR-2940-3p and miR-275 were the four most abundant miRNAs in the four libraries sequenced; however, while miR-317, miR-2940-3p and miR-275 changed their relative position among the different libraries, miR-184 was always the most abundant with a significant difference in the number of reads when compared to the second most abundant miRNA (Figure 7). miR-184 has been identified in over 39 organisms [29] and is conserved from humans to insects. It has been reported as one of the most abundant miRNAs in several orders of insects [29]–[31]. Studies in flies have shown that it may be involved in development, including tissue fate establishment, differentiation and maintenance of tissue identity [32]. miR-317 and miR-275 were reported among the most abundant miRNAs in *Culex quinquefasciatus* and *Aedes albopictus* [29]. This study together with our results suggest that miR-317 and miR-275 may be among the most abundant miRNAs in mosquitoes; other studies in Lepidoptera highlighted these miRNAs as being regulated upon infection/parasitization, but they were not among the most abundant miRNAs [31], [33]. No function for miR-317 is still known but in *Drosophila*, miR-275 was reported to be involved in the stem cell differentiation pathway through regulating *Bam*; this regulation is crucial for the proper spermatid terminal differentiation [34]. In mosquitoes, miR-275 was identified to play an essential role in diverse pathways such as blood digestion, fluid excretion and egg development [35]. It is remarkable that miR-2940 is present among the four most abundant miRNAs because, based on miRBase, it seems to be a mosquito specific miRNA. There are already two reports that studied and highlighted the relevance of this miRNA in the interaction of the host with *Wolbachia*. Hussain et al (2011) described how *Wolbachia* manipulates the levels of this miRNA in *Ae. aegypti* mosquitoes in order to guarantee its persistence and survival in the mosquito cells [10]. Also, the up-regulation of miR-2940 in *Wolbachia*-infected cells leads to down-regulation of the DNA methyltransferase 2 (*AaDnmt2*) transcript levels, and this results in a reduction in the replication of DENV and an increase in *Wolbachia* replication [11].

**Figure 7:**
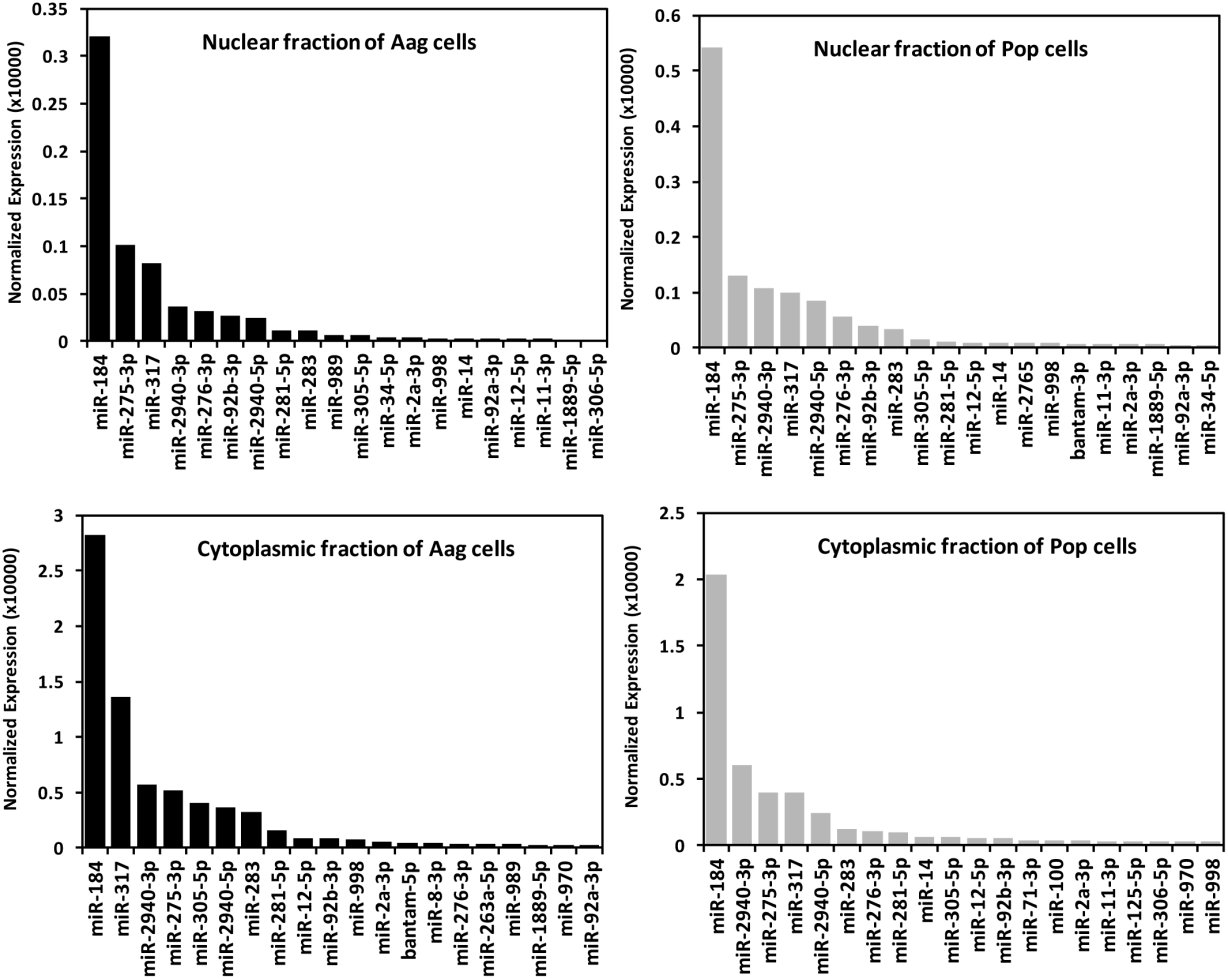
Read numbers of the twenty most abundant miRNAs from the four libraries deep sequenced.

**Table 1:** Twenty most abundant miRNAs in the nucleus and the cytoplasm of Aag2 cells versus *Wolbachia*-infected cells (Pop).

	Nucleus		Cytoplasm	
	Aag2	Pop	Aag2	Pop
**1**	aae-miR-184	aae-miR-184	aae-miR-184	aae-miR-184
**2**	aae-miR-275-3p	aae-miR-275-3p	aae-miR-317	aae-miR-2940-3p
**3**	aae-miR-317	aae-miR-2940-3p	aae-miR-2940-3p	aae-miR-275-3p
**4**	aae-miR-2940-3p	aae-miR-317	aae-miR-275-3p	aae-miR-317
**5**	aae-miR-276-3p	aae-miR-2940-5p	aae-miR-305-5p	aae-miR-2940-5p
**6**	aae-miR-92b-3p	aae-miR-276-3p	aae-miR-2940-5p	aae-miR-283
**7**	aae-miR-2940-5p	aae-miR-92b-3p	aae-miR-283	aae-miR-276-3p
**8**	aae-miR-281-5p	aae-miR-283	aae-miR-281-5p	aae-miR-281-5p
**9**	aae-miR-283	aae-miR-305-5p	aae-miR-12-5p	*aae-miR-14*
**10**	**aae-miR-989**	aae-miR-281-5p	aae-miR-92b-3p	aae-miR-305-5p
**11**	aae-miR-305-5p	aae-miR-12-5p	aae-miR-998	aae-miR-12-5p
**12**	aae-miR-34-5p	aae-miR-14	aae-miR-2a-3p	aae-miR-92b-3p
**13**	aae-miR-2a-3p	*aae-miR-2765*	**aae-bantam-5p**	*aae-miR-71*-*3p*
**14**	aae-miR-998	aae-miR-998	**aae-miR-8-3p**	*aae-miR-100*
**15**	aae-miR-14	*aae-bantam-3p*	aae-miR-276-3p	aae-miR-2a-3p
**16**	aae-miR-92a-3p	aae-miR-11-3p	**aae-miR-263a-5p**	*aae-miR-11*-*3p*
**17**	aae-miR-12-5p	aae-miR-2a-3p	**aae-miR-989**	*aae-miR-125*-*5p*
**18**	aae-miR-11-3p	aae-miR-1889-5p	**aae-miR-1889-5p**	*aae-miR-306*-*5p*
**19**	aae-miR-1889-5p	aae-miR-92a-3p	aae-miR-970	aae-miR-970
**20**	**aae-miR-306-5p**	aae-miR-34-5p	**aae-miR-92a-3p**	aae-miR-998

miRNAs are arranged by their abundance from the top to the bottom. miRNAs in italic indicate up-regulated miRNAs in the presence of *Wolbachia*, and miRNAs in bold indicate those found only in non-infected cells.

The read numbers for the other 16 most abundant miRNAs varied greatly in *Wolbachia*-infected mosquito cells, changing the sRNA profile in the nucleus and the cytoplasm (Table 1). In addition, *Wolbachia* induced changes that involve the incorporation and disappearance of specific miRNAs. 

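Besides the leading 4, 14 miRNAs were among the 20 most abundant of both Aag2 and Pop in the nucleus and 10 in the cytoplasm. Their log2 ratios of Pop to Aag2 ran from -1.18 for miR-281-5p to 0.67 for miR-12-5p in the nucleus, with 8 above and 6 below 0. In the cytoplasm they ran from -2.62 for miR-305-5p to 1.62 for miR-276-3p, with 2 above and 8 below 0. Both tallies use median-of-ratios scaling. By the sequenced reads the paper states, the lowest of the nuclear ratios was 0.057, again that of miR-281-5p, so none was below 0. The 20 most abundant miRNAs took between 94.5% and 97.8% of the miRNA reads of a library.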

In the nucleus, miR-989 and miR-306-5p were down-regulated and miR-2765 and Bantam-5p were up-regulated. 

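In the nucleus 2 miRNAs left the 20 most abundant and 2 entered. miR-989 went from rank 10 to rank 21, with 1493 reads in Aag2 and 1340 in Pop (log2 ratio -1.64, 95% interval of counting error -1.75 to -1.53). miR-306-5p went from rank 20 to rank 23 although its reads went from 374 to 952. Its log2 ratio was -0.13 with an interval that includes 0 (-0.31 to 0.042), and it was 0.28 with the libraries scaled by total miRNA reads. miR-2765 rose from rank 26 to rank 13 and from 189 to 2200 reads (log2 ratio 2.06, 1.84 to 2.28). bantam-3p, which Table 1 lists, rose from rank 24 to rank 15 and from 306 to 1953 reads (log2 ratio 1.19, 1.02 to 1.37), while bantam-5p went from 60 to 201 reads (log2 ratio 0.26, -0.16 to 0.70).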

Changes in the cytoplasm were more pronounced, bantam-5p, miR-8-3p, miR-263a-5p, miR-989, miR-1889-5p and miR-92a-3p were down-regulated and dropped from the list of the most abundant miRNAs, while the other six miRNAs were up-regulated; miR-14, miR-71-3p, miR-100, miR-11-3p, miR-125-5p and miR-306-5p (Table 1). 

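In the cytoplasm 6 miRNAs left the 20 most abundant and 6 entered. Of those that left, the reads went in miR-263a-5p from 1764 to 626 reads (log2 ratio -2.19, -2.32 to -2.06), in bantam-5p from 2380 to 939 reads (log2 ratio -2.04, -2.15 to -1.93) and in miR-8-3p from 2353 to 1598 reads (log2 ratio -1.25, -1.35 to -1.16), each given with its 95% interval of counting error. The changes were smaller for miR-1889-5p (-0.72, -0.83 to -0.61) and miR-989 (-0.34, -0.44 to -0.24), and for miR-92a-3p the interval includes 0 (0.032, -0.087 to 0.15). Scaled by total miRNA reads, the log2 ratio of miR-989 was 0.14. Of those that entered, the largest changes were those of miR-125-5p from 15 to 2554 reads (log2 ratio 6.72, 5.99 to 7.56), miR-100 from 64 to 3245 reads (log2 ratio 4.97, 4.61 to 5.35), miR-71-3p from 177 to 3466 reads (log2 ratio 3.60, 3.38 to 3.82) and miR-14 from 470 to 5659 reads (log2 ratio 2.90, 2.76 to 3.03). The log2 ratio was 0.96 for miR-11-3p (0.85 to 1.07) and 0.88 for miR-306-5p (0.77 to 1.00). All 6 that entered rose under every scaling tried. For miR-100 and miR-125-5p, the rise cannot be told apart from reads of another animal in the Pop libraries.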

Clearly, our results show that *Wolbachia* has an impact on specific miRNAs and changes the natural miRNA profile of the host cell.

#### Induced or suppressed miRNAs

We also examined the data to find out if the presence of *Wolbachia* affects other than those abundant miRNAs. It was found that those miRNAs with relatively lower number of reads were impacted in a greater manner in the presence of the bacterium. 

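The size of the change was set against abundance among miRNAs with at least 10 reads in both libraries. The median absolute log2 ratio in the nucleus was 0.70 for the 22 miRNAs with mean scaled counts from 10 to 100, 0.46 for the 20 from 100 to 1000 and 0.60 for the 17 above 1000. In the cytoplasm it was 1.41, 0.85 and 0.88 for 14, 20 and 27 miRNAs. In 1000 draws in which the 2 libraries differed by counting error only, the medians were 0.22 and 0.20 in the lowest of these ranges for the nucleus and the cytoplasm. The miRNAs are not independent replicates, and these medians were computed with median-of-ratios scaling only. The minimum of 10 reads in both libraries leaves out miRNAs with few reads in either, such as miR-1 and miR-1000 in the nucleus. It thus limits the size of change that the lowest range can show.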

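In the nucleus 3 miRNAs had at least 10 reads in Aag2 and fewer in Pop, and 11 had at least 10 in Pop and fewer in Aag2. miR-1 had 30 reads in Aag2 and 1 in Pop, miR-10 10 and 3, and miR-263a-3p 36 and 7, with adjusted p-values of 2.9e-13, 0.0025 and 2.4e-11 (two-sided Fisher's exact test against all other miRNA reads, adjusted over the 14 miRNAs). Of the 11, miR-9a had 56 reads in Pop, miR-124 had 29 and miR-965 had 10, with none in Aag2, while miR-125-5p went from 9 to 246 (adjusted p = 1.8e-29, exact test) and miR-1000 from 4 to 73 (adjusted p = 3.2e-08). Reads of another animal in the Pop libraries are not excluded for miR-9a, miR-124 and miR-125-5p. The Pop library had 2.09 times the miRNA reads, and against them a change was not detectable at this depth for 5 of the 11, among them miR-932-3p (4 and 11 reads, adjusted p = 0.79), miR-1175-5p (3 and 12, adjusted p = 0.44) and miR-282-5p (8 and 34, adjusted p = 0.086). After subsampling to equal miRNA reads, 6.52 miRNAs on average were past the minimum in Pop alone and 4.31 in Aag2 alone.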

Deep sequencing data revealed that in the nucleus of mosquito cells infected with *Wolbachia*, the expression of miR-1, miR-10 and miR263a-3p was suppressed and 11 other miRNAs were induced; miR-9a, miR-12-3p, miR-124, miR-125-5p, miR-282-5p, miR-308-5p, miR-932-3p, miR-965, miR-988-5p, miR-1000 and miR-1175-5p (Figure 8A). 

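In the cytoplasm 5 miRNAs had at least 10 reads in Aag2 alone and 14 in Pop alone. Of the 5, miR-1175-5p went from 122 to 7 reads (adjusted p = 1.5e-31, two-sided Fisher's exact test adjusted over 19 miRNAs) and miR-92a-5p from 11 to 3 (adjusted p = 0.049). A change was not detectable at this depth for miR-11-5p and miR-210, each with 11 and 9 reads (adjusted p = 0.53 by the exact test), or for miR-932-5p, with 11 and 6 (adjusted p = 0.2). Of the 14, miR-9a with 748 reads (adjusted p = 1.2e-201, exact test) and miR-124 with 457 (adjusted p = 3.6e-123) had none in Aag2, and the other 12 had at most 38 reads in Pop, and from 1 to 9 in Aag2. For miR-9a and miR-124, an induction by *Wolbachia* cannot be told apart from reads of another animal in the Pop libraries. The reads of 9 of the 14 differed with an adjusted p under 0.05, and those of miR-33, 8 in Aag2 and 10 in Pop, did not (adjusted p = 1).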

In the cytoplasm, miR-11-5p, miR-92a-5p, miR-210, miR-932-5p and miR-1175-5p were suppressed and 14 miRNAs were induced; miR-1, miR-9a, miR-12-3p, miR-33, miR-34-3p, miR-79-3p, miR-124, miR-219, miR-252-5p, miR-286b, miR308-5p, miR-1000, miR-1889-3p and miR-1890 (Figure 8B). 

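Taking a miRNA as present when either fraction had at least 10 reads, 83 miRNAs were detected, 2 in Aag2 alone and 12 in Pop alone. miR-210 and miR-932-5p each had 11 reads over both fractions of Aag2 and 11 over both fractions of Pop. Of the 12, miR-9a had 804 and miR-124 had 486 reads in Pop and none in Aag2, where reads of another animal in the Pop libraries are not excluded. The other 10 had from 1 to 8 reads in Aag2, such as miR-1000 with 6 against 111 in Pop, miR-12-3p with 8 against 56, miR-33 with 8 against 11 and miR-286b with 7 against 10. With at least 1 read as the minimum, 6 miRNAs were detected in Pop alone and 8 in Aag2 alone.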

If we consider miRNA reads of the nucleus and the cytoplasm together, we identified a total of 83 miRNAs from which miR-210 and miR-932-5p were suppressed by the presence of *Wolbachia* and 12 were induced; miR-9a, miR-12-3p, miR-33, miR-79-3p, miR-124, miR-219, miR-286b, miR-308-5p, miR-932-3p, miR-965, miR-988-5p and miR-1000 (Figure 8C). 

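Both cell lines had at least 10 reads in at least 1 fraction for 69 miRNAs. This number was 97 with a minimum of 1 read, 58 with a minimum of 20 and 60.8 on average with all libraries subsampled to equal miRNA reads.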

Sixty-nine miRNAs were expressed in cells regardless of the presence or the absence of *Wolbachia*. In honeybees, miR-210 has been associated with learning and memory processes such as mushroom bodies and antennal lobe [36], [37]. Also, the miRNA in old foragers, as compared to nurse bees, is up-regulated, therefore it has been suggested that the miRNA participates in the behavioural transition from nursing to foraging [38]. miR-932-5p has been found to be a strong regulator of Hedgehog (Hh) proteins, a highly conserved secreted signalling protein that regulates the growth and patterning of many organs in *Drosophila* and vertebrates. This protein controls cell fates and growth in a concentration-dependent manner [39]. miR-124 is involved in reproduction in *Drosophila* and it is required to ensure fidelity of gender-appropriate pheromone production in males [40]. miR-308 is also implicated in cell proliferation and growth through the tight regulation of the transcription factor *Myc*, ensuring a proper growth of larvae and oogenesis in *Drosophila* [41].

**Figure 8:**
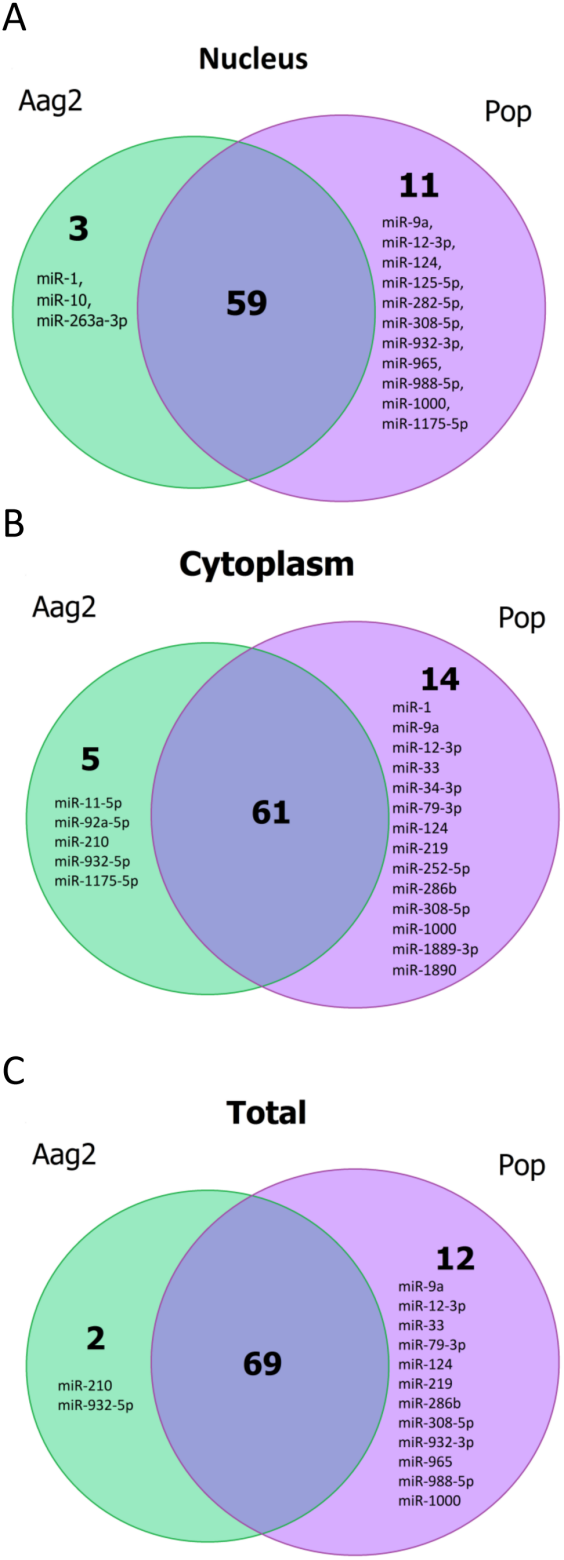
miRNA expression comparison in the nucleus (A), the cytoplasm (B) and the nucleus and the cytoplasm combined (C) between Aag2 and Pop cells.

#### Most regulated miRNAs

There was another set of miRNAs that were expressed, but suffered high fluctuations in their copy numbers in response to *Wolbachia*. These are listed and separated according to their cellular compartmentalization in Table 2. 

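In the nucleus 10 of 59 miRNAs with at least 10 reads in both libraries were at least 2-fold up in Pop and 5 at least 2-fold down, and in the cytoplasm 13 of 61 were up and 16 down. The highest nuclear log2 ratios were those of miR-2946 from 34 to 1007 reads (log2 ratio 3.41, 2.91 to 3.94), miR-100 from 22 to 494 reads (log2 ratio 3.01, 2.39 to 3.69) and miR-9c-5p from 14 to 239 reads (log2 ratio 2.61, 1.84 to 3.50), and the lowest those of miR-34-3p from 21 to 17 reads (log2 ratio -1.79, -2.80 to -0.79), miR-989 from 1493 to 1340 reads (log2 ratio -1.64, -1.75 to -1.53) and miR-263a-5p from 369 to 365 reads (log2 ratio -1.50, -1.71 to -1.29), with the 95% interval of counting error after each ratio. In the nucleus miR-125-5p, with 9 reads in Aag2, was below the minimum and had a log2 ratio of 3.29 (2.34 to 4.44). In the cytoplasm the lowest ratios were those of miR-1174 from 93 to 20 reads (log2 ratio -2.91, -3.69 to -2.20), miR-263a-3p from 69 to 16 reads (log2 ratio -2.80, -3.69 to -2.00) and miR-305-5p from 20444 to 5364 reads (log2 ratio -2.62, -2.67 to -2.58). Among the scalings, the sequenced reads the paper states moved the nuclear counts most, to 38 up and 0 down, and the cytoplasmic counts least, to 12 and 17, where miRNA reads without miR-184 moved them most, to 23 up and 7 down. With total miRNA reads they were 19 and 3 in the nucleus and 20 and 9 in the cytoplasm, and with distinct sequences in place of reads 0 and 0, and 4 and 3. The counts by distinct sequences cover only the 29 nuclear and 47 cytoplasmic miRNAs with at least 10 distinct sequences in both libraries. They leave out miRNAs such as miR-100, which rose 5.71-fold in the nucleus by distinct sequences.

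**Figure D2:**
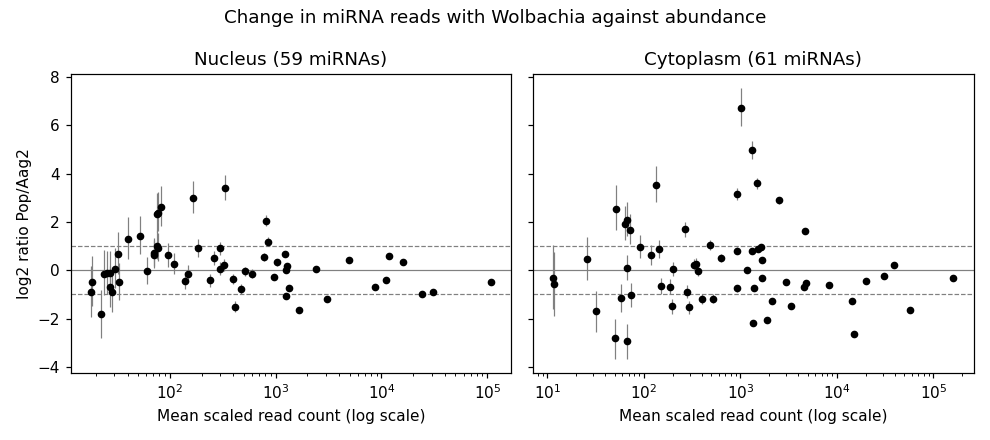
The log2 ratio of Pop to Aag2 (vertical axis) against the mean scaled read count on a log axis, for the 59 miRNAs of the nucleus (left) and the 61 of the cytoplasm (right) with at least 10 reads in both libraries. Bars are 95% intervals of counting error for 1 library per condition, and dashed lines mark a 2-fold change; 10 points lie on or above the upper line and 5 on or below the lower one in the nucleus, and 13 and 16 in the cytoplasm.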

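Among the miRNAs named here, miR-125-5p and miR-100 rose in both fractions, with log2 ratios of 3.29 and 3.01 in the nucleus and 6.72 and 4.97 in the cytoplasm. An effect of *Wolbachia* on miR-125-5p and miR-100 cannot be told apart from reads of another animal in the Pop libraries. In the cytoplasm miR-14 rose with a log2 ratio of 2.90 (95% interval of counting error 2.76 to 3.03), and miR-276-3p from 1806 to 9004 reads (log2 ratio 1.62, 1.55 to 1.70) rose as well. The reads fell in miR-283 from 15912 to 10582 reads (log2 ratio -1.28, -1.32 to -1.25) and in miR-317 from 68123 to 35474 reads (log2 ratio -1.64, -1.65 to -1.62), and the log2 ratios of miR-8-3p, bantam-5p and miR-263a-5p were -1.25, -2.04 and -2.19. In the nucleus the log2 ratio was -0.40 for miR-276-3p (-0.44 to -0.36), 0.42 for miR-283 (0.36 to 0.48), -0.97 for miR-317 (-0.99 to -0.94) and -1.50 for miR-263a-5p (-1.71 to -1.29). Scaled by total miRNA reads, miR-276-3p had a log2 ratio of 0.014 in the nucleus.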

As it appears in the list, the highly changed miRNAs in response to *Wolbachia* were miR-125-5p, miR-100, miR-14, miR-276-3p, miR-8-3p, miR-283, miR-317, bantam-5p and miR-263a-5p (Table 1 and Table 2). There were other low expressed miRNAs that were also heavily affected by *Wolbachia*, such as miR-278-3p (Table 2). 

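The reads of miR-278-3p in the cytoplasm were 563 in Aag2 and 403 in Pop cells. The scaled counts were 716 and 317, a log2 ratio of -1.18 (95% interval of counting error -1.36 to -0.99). By total miRNA reads the log2 ratio was -0.70, under 2-fold.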

Hussain et al. (2011) screened 491 insect miRNAs in Tet and Pop mosquitoes using miRNA microarrays, 105 of which were *Ae. aegypti*-specific. They found the abundance of 35 miRNAs (13 from *Ae. aegypti*) was changed. 

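Of the miRNAs named here, miR-2941 rose from 15 to 211 reads in the nucleus (log2 ratio 2.33, 95% interval of counting error 1.58 to 3.19) and from 99 to 517 in the cytoplasm (1.69, 1.38 to 2.02). For miR-970 the log2 ratio was -0.36 in the nucleus (-0.58 to -0.15), where it was 0.054 by total miRNA reads, and 0.43 in the cytoplasm (0.33 to 0.54). For miR-989 it was -1.64 in the nucleus and -0.34 in the cytoplasm. miR-210 had 11 cytoplasmic reads in Aag2 and 9 in Pop, and 0 and 2 nuclear reads.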

Deep sequencing results from this study are in agreement with those found in mosquitoes and similar results were found for those miRNA changing levels, *i.e*. miR-2941, miR-970, miR-989 and miR-210; however, other miRNAs such as miR-2940 or miR-309 showed differences probably due to the nature of the cell line type that we used for our deep sequencing. miR-2940 was not detected in Tet mosquitoes by Northern hybridization, but it was induced in *Wolbachia* infected mosquitoes [10]. In cells, miR-2940 was present in both Aag2 and Pop cell lines, however, it was up-regulated in the presence of *Wolbachia* (similar to what happens in mosquitoes). It is worth mentioning that miR-2940 is also induced after blood feeding in uninfected mosquitoes (unpublished data). 

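In the nucleus miR-2940-5p went from 5629 reads in Aag2 to 23853 in Pop (log2 ratio 0.60, 95% interval of counting error 0.56 to 0.64) and miR-2940-3p from 8450 to 29865 (0.34, 0.30 to 0.37). In the cytoplasm miR-2940-5p went from 18353 to 21633 (-0.46, -0.49 to -0.43) and miR-2940-3p from 28559 to 54279 (0.23, 0.21 to 0.25). By the sequenced reads the paper states, the log2 ratios of miR-2940-5p were 1.83 in the nucleus and -0.59 in the cytoplasm. In the cytoplasm it was 0.024 by total miRNA reads, -0.039 by TMM and 0.13 by miRNA reads without miR-184.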

In this study, using more sensitive technique we identified other new miRNAs expressed at lower levels that seem to be highly regulated by *Wolbachia* infection and could be involved in the maintenance of infection.

**Table 2:** Most differentially expressed miRNAs in the nucleus and the cytoplasm of Aag2 cells *versus Wolbachia* infected cells (Pop).

Nucleus					Cytoplasm				
miRNA	Aag2	Pop	Fold	Log2 FoldChange	miRNA	Aag2	Pop	Fold	Log2 FoldChange
**miR-2946**	56.84	602.34	10.60	**3.41**	**miR-125-5p**	19.08	2007.64	105.22	**6.72**
**miR-125-5p**	15.05	147.15	9.78	**3.29**	**miR-100**	81.41	2550.82	31.33	**4.97**
**miR-100**	36.78	295.49	8.03	**3.01**	**miR-71-3p**	225.14	2724.54	12.10	**3.60**
**miR-9c-5p**	23.40	142.96	6.11	**2.61**	**miR-2946**	21.62	246.83	11.41	**3.51**
**let-7**	25.08	130.40	5.20	**2.38**	**let-7**	185.71	1666.48	8.97	**3.17**
**miR-2941**	25.08	126.21	5.03	**2.33**	**miR-14**	597.83	4448.40	7.44	**2.90**
**miR-2765**	315.96	1315.95	4.16	**2.06**	**miR-285**	15.26	88.83	5.82	**2.54**
**miR-277-3p**	28.42	75.37	2.65	**1.41**	**miR-996**	25.44	108.48	4.26	**2.09**
**miR-7**	23.40	57.42	2.45	**1.29**	**miR-281-3p**	26.71	101.40	3.80	**1.92**
**bantam-3p**	511.55	1168.20	2.28	**1.19**	**miR-2941**	125.93	406.40	3.23	**1.69**
**miR-9c-3p**	50.15	101.69	2.03	**1.02**	**miR-9c-5p**	34.34	110.05	3.20	**1.68**
**miR-34-5p**	1721.87	814.69	−2.11	**−1.08**	**miR-276-3p**	2297.20	7077.83	3.08	**1.62**
**miR-281-5p**	4236.14	1875.22	−2.26	**−1.18**	**miR-988-3p**	315.45	643.80	2.04	**1.03**
**miR-263a-5p**	616.87	218.33	−2.83	**−1.50**	**miR-2945-3p**	99.21	48.74	−2.04	**−1.03**
**miR-989**	2495.88	801.53	−3.11	**−1.64**	**miR-278-5p**	80.13	36.16	−2.22	**−1.15**
**miR-34-3p**	35.11	10.17	−3.45	**−1.79**	**miR-278-3p**	716.13	316.79	−2.26	**−1.18**
					**miR-2b**	558.40	246.04	−2.27	**−1.18**
					**miR-8-3p**	2992.97	1256.15	−2.38	**−1.25**
					**miR-283**	20239.77	8318.25	−2.43	**−1.28**
					**miR-998**	4909.85	1774.17	−2.77	**−1.47**
					**miR-190**	290.01	103.76	−2.79	**−1.48**
					**miR-8-5p**	432.47	150.14	−2.88	**−1.53**
					**miR-317**	86651.18	27885.26	−3.11	**−1.64**
					**miR-1175-3p**	48.34	14.94	−3.24	**−1.69**
					**bantam-5p**	3027.32	738.13	−4.10	**−2.04**
					**miR-263a-5p**	2243.78	492.08	−4.56	**−2.19**
					**miR-305-5p**	26004.39	4216.51	−6.17	**−2.62**
					**miR-263a-3p**	87.77	12.58	−6.98	**−2.80**
					**miR-1174**	118.29	15.72	−7.52	**−2.91**

### miRNAs Involved in Host-pathogen Interaction in Mosquitoes

There have been two studies using mosquitoes that examined changes in the levels of specific miRNAs after being challenged with a pathogen. In *Anopheles gambiae*, four miRNAs miR-34, miR-1174, miR-1175, and miR-989 changed their expression levels during *Plasmodium* infection [42]. In *Culex quinquefasciatus*, two miRNAs were detected to change expression levels during the infection with the West Nile Virus (WNV) flavivirus, miR-989 and miR-92 [29]. Notably, miR-989 was affected in both infections with different parasites and different mosquito species as hosts. 

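In the cytoplasm miR-989 had 1485 reads in Aag2 and 1903 in Pop cells, at ranks 17 and 23. Its log2 ratio there was -0.34 (95% interval of counting error -0.44 to -0.24) with median-of-ratios scaling and -0.46 by sequenced reads, but 0.14 by total miRNA reads, 0.081 by TMM and 0.25 by miRNA reads without miR-184.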

In our experiments using *Ae. aegypti* and *Wolbachia*, miR-989 was also highly impacted after infection. miR-989 was among the highly expressed miRNAs and was down-regulated in the nucleus and the cytoplasm in *Wolbachia*-infected cells (Table 1). In the nucleus, it was among the most regulated miRNAs with a reduction of 3 times of its levels compared to uninfected cells (Table 2). 

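In the nucleus the reads of miR-989 were 1493 in Aag2 and 1340 in Pop cells, and the scaled counts 2496 and 802, a 3.11-fold difference. The log2 ratio of -1.64 (95% interval of counting error -1.75 to -1.53) was the lowest but 1 of the 59 miRNAs with at least 10 reads in both libraries, after that of miR-34-3p, which had 21 and 17 reads. By the sequenced reads the paper states, it was -0.41.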

In *C*. *quinquefasciatus* infected with WNV, miR-989 was down-regulated 2.8 fold, and in *A. gambiae* it was up-regulated 4 times in the midgut and down-regulated to almost half in the rest of the body [29], [42]. The role of this miRNA in host-pathogen interactions is clear from these independent studies (regardless of the nature of the pathogen); however, its targets in mosquitoes are not known yet. The expression of miR-989 was found to be restricted to the ovaries in *Anopheles stephensi* and *Ae. aegypti* [43] and to the midgut in females of *A. gambiae* [42]. Its role in development has also been established, but not in immunity (reviewed in [1], [2]).

The other three miRNAs that changed levels after *Plasmodium* infection in *A. gambiae* also changed abundance in Pop cells. miR-1174, miR-1175 and miR-34 were down-regulated 0.59 to 0.62 times in *Plasmodium* infected mosquitoes [42]. 

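miR-1174 had 1 nuclear and 93 cytoplasmic reads in Aag2 cells and 2 and 20 in Pop cells. miR-1175-5p had 3 nuclear and 122 cytoplasmic reads in Aag2 cells and 12 and 7 in Pop cells, where a difference between the fractions was not detectable at this depth (adjusted p = 0.19, Fisher's exact test). miR-1175-3p had 0 nuclear and 38 cytoplasmic reads in Aag2 cells and 8 and 19 in Pop cells. In the cytoplasm the log2 ratio of Pop to Aag2 was -2.91 for miR-1174, a 7.52-fold difference (95% interval of counting error of the log2 ratio -3.69 to -2.20), and -1.69 for miR-1175-3p (-2.57 to -0.86).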

In our system, we found that miR-1174 and miR-1175 were restricted to the cytoplasm of uninfected cells while in *Wolbachia*-infected cells miR-1175 was found only in the nucleus (Figure 8A and B), and miR-1174 was down-regulated 7.5 times to very low levels in the cytoplasm (Table 2). In fact, miR-1174 was the most down-regulated miRNA. 

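The log2 ratio of miR-1174 in the cytoplasm, -2.91 (-3.69 to -2.20), was the lowest among miRNAs with at least 10 reads in both libraries, and its interval overlapped those of miR-263a-3p (-2.80, -3.69 to -2.00) and miR-305-5p (-2.62, -2.67 to -2.58). miR-1175-5p, which fell below 10 reads in Pop, went from 122 to 7 reads in the cytoplasm, a log2 ratio of -4.82 (-6.16 to -3.73).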

In uninfected Aag2 cells, these miRNAs were expressed at relatively low levels and in *A. gambiae* it was only found in the midgut [42]. The targets of miR-1174 and miR-1175 are unknown and therefore further experimental data is needed to clarify their role in host-pathogen interaction.

The levels of miR-92 were altered in *C. quinquefasciatus* mosquitoes infected with DENV, suggesting that its targets may participate in mediating flavivirus infection of the mosquito host [29]. We found miR-92a-3p and miR-92b-3p among the most abundant miRNAs expressed in the nucleus and in the cytoplasm, but miR-92a-5p and miR-92b-5p were detected at very low levels (less than 30 copies) in Aag2 cells (data not shown). 

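In Aag2 cells miR-92b-3p had 6425 nuclear and 4415 cytoplasmic reads and miR-92a-3p 634 and 907. miR-92a-5p had 17 and 11 reads and miR-92b-5p 1 and 3 in the same fractions.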

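From Aag2 to Pop the log2 ratio of miR-92b-3p was -0.70 in the nucleus (95% interval of counting error -0.74 to -0.65) and -0.68 in the cytoplasm (-0.74 to -0.62). For miR-92a-3p it was -0.28 (-0.42 to -0.14) in the nucleus, where it was 0.14 by total miRNA reads, and 0.032 (-0.087 to 0.15) in the cytoplasm, where the interval includes 0.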

Li et al. (2009) reported miR-92a-5p and miR-92b-5p in the embryos and the midgut of *Ae. aegypti* females that were blood fed, linking this miRNA also with embryonic development. miR-92a-3p and miR-92b-3p were down-regulated in *Wolbachia*-infected cells, while miR-92 was up-regulated in *C. quinquefasciatus* infected with DENV [44].

### *Wolbachia* Increases the Modifications of Mature miRNAs

miRNAs are usually reported in the database as single sequences but each miRNA is composed of a sequence heterogeneity that may arise from imprecise precursors cropping or dicing, terminal trimming or the addition of non-template nucleotides [3]. This is a new concept that aroused in the last few years with progressive studies unraveling the mechanisms underlying these modifications [45], [46].

To find out if an external factor, such as a parasite challenge, could lead to modifications in mature miRNA, we studied the extension of nucleotides with respect to the mature form at the 5′ and 3′ ends independently. For this, the extended nucleotides must match to the hairpin loops that they come from (5′- or 3′-extension). We also examined the extension of nucleotides at the 3′ end that did not match the hairpin loop (3′-addition). Trimming of nucleotides at the 5′ and 3′ ends were also evaluated (5′- or 3′-trimming), as well as substitutions in the middle of the mature miRNA sequence (nucleotide substitutions). It was found that for any type of isoform, there were always a bigger number of modifications occurring in the isoforms that were located in the cytoplasm than in the nucleus (Figure 9). Interestingly, the presence of *Wolbachia* increased the number of each type of modification that was analyzed; this was consistent for both cellular compartments but the induction in the nucleus was always more pronounced (Figure 9).

**Figure 9:**
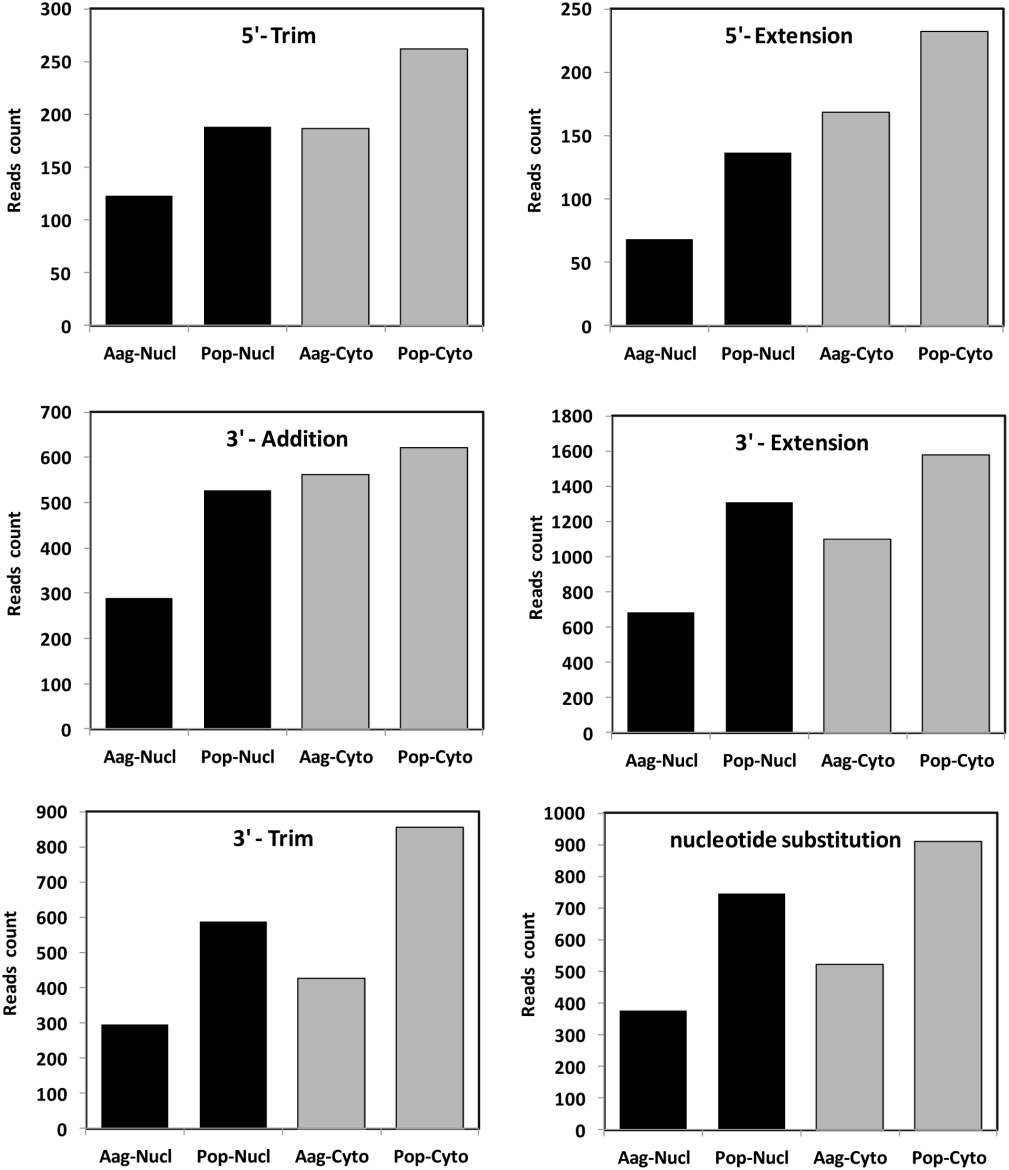
IsomiR analysis of detected miRNAs in four different libraries of *Ae. aegypti* cells in the presence and absence of *Wolbachia.* “5′ trimmed (5′-Trim): The read aligns to a position in the hairpin after the reference mature sequence, but the last base of the read and the mature sequence map to the same position (they end at the same position). 3**′ trimmed (3′-Trim):** the read is shorter than the reference mature sequence, but it starts at the same position in the hairpin. **Nucleotide Substitutions:** Sequence variation between the reference mature sequence and the read. Only those reads are considered that have the same length as the mature sequence, and that start at the same position within the hairpin sequence. **Nucleotide Addition in 3′ (3′-Addition):** The read is at least two nucleotides longer than the reference mature sequence, and the nucleotides do not align with the hairpin sequence**. Nucleotide extension in 3′ (3′-Extension):** The read is at least two nucleotides longer than the reference mature sequence, but the nucleotides align with the hairpin sequence. **Nucleotide extension in 5′ (5′-extension):** The read aligns to a position in the hairpin before the reference mature sequence, but the last base of the read and the mature sequence map to the same position (they end at the same position). For nucleotide addition and extension, the read starts at the same position in the hairpin as the reference mature sequence.

The 3′-extension of mature miRNA by at least two nucleotides was the most frequent type of modification found in our analysis. Similar results were not found in other insects and only a miRNA study of the Atlantic halibut fish *Hippoglossus hippoglossus* studied the 3′- extension. The abundance of four isomers of miR-301c was evaluated. The study concluded that isomers with 2 or 3 template nucleotide additions were more abundant in the early developmental stages. The shorter canonical forms of the miRNA were detected only later in the development of the fish. Independently, Liu et al (2011) reported in *Drosophila* that the abundance of isomers of miR-34 with the same 5′ terminus but different 3′ ends changed during the 54 hours of the experiment. Longer isoforms of 24 nt were more abundant in the early hours of the experiment and miRNAs with the canonical size of 21 nt were detected in high amounts after 33–36 hours [47]. All these data together suggest that there may not be an “extension” in the sequence of specific pools of miRNAs, but a trimming of initially longer fragment of small RNA that after its processing will result into the final canonical size of miRNA. Deep sequencing data indicated that *Wolbachia* inhibited this “trimming”, resulting in pools of miRNAs that are longer than their canonical versions (Figure 9; 3′-extension).

The second most abundant modifications in the deep-sequencing data were nucleotide substitution and 3′-Trimming. Nucleotide substitutions usually correspond to deamination of adenosine to inosine by Adenosine Deaminase Acting on RNA (ADAR) [3]. Kim et al (2010) compiled several examples of miRNAs whose processing by Dicer was affected after being edited by ADAR. It was suggested that editing affects the structure of the small RNA precursors and thereby interferes with its processing. There is not much known about the implications of this modification outside of the seed sequence and therefore the biological significance of miRNA editing remains to be established. Occasionally, RNA nucleotide substitutions occur in the seed sequence of miRNA, changing the target specificity. In the brain of mammals where ADAR is abundant, miR-376 cluster miRNAs are frequently edited in the middle of the 5′ seed region. This area is critical for the hybridization of the miRNA to its targets and it was shown that edited miR-376 silences a different set of genes [48]. The other cause of modification was miRNAs with the same 5′ end but different 3′ ends (3′-Trimming) requiring the 3′-to-5′ exoribonuclease Nibbler. More than a quarter of all *Drosophila* miRNAs undergo 3′ end trimming after being loaded into AGO1. Our deep sequencing data suggests that this may be the case in mosquitoes too, and as highlighted above *Wolbachia*-infected Pop cells showed almost double the number of reads trimmed compared with that of Aag2 cells. Trimming occurs after the removal of the miRNA-3p strand from pre-RISC complex and it was suggested to be the final step in RISC assembly, enhancing target messenger RNA repression [47], [49].

The addition of nucleotides at the 3′ end that do not match to the genome was another form of modification in the mature miRNA sequence. Similar results have been reported for *D. melanogaster* [45] and also in mammalian miRNAs [50], [51], suggesting that a similar mechanism may be acting in insects and mammals. Pre-miRNA and mature miRNA can be modified at their 3′ ends by uridylation and adenylation [52]. In *D. melanogaster*, there is a 2 to 2.5 fold greater modification in 3p species than in 5p species. Furthermore, miRNAs coming from introns (mirtrons) are more frequently modified at the 3′ end than canonical miRNAs [45], [46]. Recent studies implicated the terminal nucleotidyl transferases (TNTases) in this type of 3′-additions, through the uridylation of the 3′ ends. All TNTases are members of the DNA polymerase-β superfamily, which includes the poly(A) polymerase. The biological consequences of the modification are not clear, but several examples compiled by Ameres and Zamore (2013) showed an active role of this modification in the function of the miRNA and the genes they regulated [3], [5].

Modifications at the 5′ end (5′-trimming and 5′-extesion) occurred less frequently. Mehrabadi et al studied the natural modifications of the 5′ end in *Spodoptera frugiperda* and compared them with those at the 3′ end [33]. Similar to our results, the study found that the 5′ end is more conserved with lower number and types of modification than at the 3′ end; however, the study did not analyze the effect of viral infection on the miRNA modifications. The higher conservation of the 5′ end is probably due to the fact that this area contains the seed region, a 6 to 8 nucleotide domain essential for AGO binding and recognition of the target mRNA. Therefore, any modification in this region would have a direct implication in the miRNA-target recognition. It has been suggested that a single nucleotide shift could alter its target repertoire [3]. In addition, the 5′ end of miRNAs is further constrained given that AGO loading typically selects for miRNAs with distinct 5′ nucleotides [3], [5]. To the best of our knowledge, our study represent the first report that points to the effect of *Wolbachia*, or any other pathogen, on the structure of mature miRNAs.

### miRNA Trafficking between the Nucleus and the Cytoplasm

In the sections above, and especially where the miRNA profiles of nuclear and cytoplasmic fractions were compared, different compositions of miRNAs in both cellular compartments were identified. This included a number of miRNAs that were found exclusively in one compartment or the other, with some being present only in the nucleus or enriched in this compartment. These results suggest that there may be an active transport mechanism to shuffle miRNAs between these cellular compartments. 

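Of the 14 miRNAs with at least 10 reads in one fraction of Aag2 cells alone, 4 had no read in the other fraction and 8 had at least 3. Of the 17 in Pop cells, 2 had no read in the other fraction and 10 had at least 3. None of the 5 miRNAs of Aag2 or the 6 of Pop assigned to the nucleus alone was without cytoplasmic reads.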

Other studies in mammals made similar observations. In human cells, miR-29b is predominantly localized to the nucleus [53]. Another study reported that a substantial fraction of all human miRNAs are present in the nucleus of neural stem cells; they studied the expression of 373 miRNAs and reported that different miRNAs were at different levels in the nucleus and the cytoplasm [54].

In insects, Hussain et al (2013) showed that AGO1 and AGO2 are normally found in the nucleus and the cytoplasm of *D. melanogaster* flies and *Ae. aegypti* mosquito cells [55]. The results showed that in *Wolbachia*-infected cells the translocation of AGO1 into the nucleus was blocked in both species. However, AGO2 migration into the nucleus was not affected in the presence of *Wolbachia* and therefore it was still present in both cellular compartments. Based on these findings, it was hypothesized that AGO2 might be responsible for carrying miRNAs into the nucleus when *Wolbachia* is present. Previous work using *Drosophila* concluded that there is a sorting of miRNA and siRNA loading onto AGO1 and AGO2, respectively; however there are some guide miRNAs and many miRNA-3p strands that were found loaded onto AGO2 as well. *Drosophila* small RNAs are sorted between AGO1 and AGO2 according to their duplex structure and the identity of their first nucleotide [56]. Under this scenario, it is possible to explain the different miRNA profiles that were found between the nucleus and the cytoplasm of Pop versus Aag2 cells, and how some specific miRNAs are selected and actively transported into the nucleus. A good example is miR-276-3p, which was found at 10 times higher levels in the nucleus than in the cytoplasm. 

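The ratio of the scaled counts of miR-276-3p in the nucleus to those in the cytoplasm was 9.42 in Aag2 and 2.11 in Pop cells. In RPM of the library, the nucleus had 317 and the cytoplasm 359.5 in Aag2 cells, and 565 and 1005 in Pop cells. From Aag2 to Pop its log2 ratio was -0.40 in the nucleus and 1.62 in the cytoplasm.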

For this miRNA and others, AGO1 and AGO2 may have an active role in the trafficking of specific miRNAs between these two cellular compartments and according to Hussain et al (2103) this trafficking is affected by *Wolbachia* [55]. Several other examples also support this hypothesis. 

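For miR-1175-5p the cytoplasm had 122 and the nucleus 3 reads in Aag2 cells (adjusted p = 4.3e-15, Fisher's exact test), and 7 and 12 in Pop cells (adjusted p = 0.19). For miR-1175-3p the cytoplasm had 38 and the nucleus 0 reads in Aag2 cells, and 19 and 8 in Pop cells (adjusted p = 0.15, exact test).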

For instance, based on our deep sequencing data, miR-1175 was identified only in the cytoplasm of uninfected cells, but it was found only in the nucleus when *Wolbachia* was present (Figure 3A, B). 

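In Aag2 cells miR-1 had 30 nuclear and 8 cytoplasmic reads (adjusted p = 7.8e-09, Fisher's exact test), and in Pop cells 1 and 15 (adjusted p = 0.0033). By the sequenced reads the paper states, its log2 ratio of nucleus to cytoplasm was -0.30 in Aag2 and -5.55 in Pop cells. The nuclear excess in Aag2 cells thus depends on the scaling. Between the cell lines the nuclear reads differed (adjusted p = 2.9e-13, exact test), and a difference between the 8 and 15 cytoplasmic reads was not detectable at this depth (adjusted p = 0.38).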

Opposite to that, miR-1 was found in the nucleus in uninfected cells, but in *Wolbachia*-infected cells we could only find it in the cytoplasm (Figure 3A, B). Hussain et al. (2013) showed that in cells infected with *Wolbachia*, translocation of AGO1 into the nucleus is controlled by miR-981, which down-regulates importin β-4 that in turn is involved in AGO1 translocation to the nucleus [55]. It seems possible that miR-1 is one of those miRNAs that is loaded onto AGO1 in the cytoplasm and transported to the nucleus mediated by importin β-4; blocking the distribution of AGO1 to the nucleus by *Wolbachia* explains why this miRNA was not detected in the nucleus of infected cells.

These examples support the concept that there is an active mechanism in insects that transport miRNAs between the cytoplasm and the nucleus and *vice versa*. Translocation of specific miRNAs may be related to specific functions carried out by specific miRNAs in particular cellular compartments.

### *Wolbachia* Modifies the Levels of Specific piRNAs

The presence of piRNA, their cellular compartmentalization and the possibility that they are affected by *Wolbachia* was assessed using our deep sequencing dataset of Aag2 and Pop cells. piRNAs are associated with PIWI proteins, Aubergine, AGO3 and the nuclear Piwi. They are most abundant in the germline of many animal species and piRISC protects the integrity of the genome from transposable elements by silencing them [22]. As noted above, some piRNAs were present in the nucleus and in the cytoplasm of Aag2 and Pop cells, but piRNAs were more abundant in the cytoplasm than miRNAs (Figure 5). Pools of piRNA in the nucleus and the cytoplasm were different and only a portion of them was found in both compartments (Figure 10A). Interestingly and similar to the findings with miRNAs, there was an overall up-regulation of piRNAs in *Wolbachia*-infected cells compared with uninfected Aag2 cells (Figures 5 and 10B). Table 3 and Table 4 summarize the changes in the piRNA levels in the nucleus and the cytoplasm of Aag2 cells compared to Pop cells. It is remarkable that most piRNAs were up-regulated in the nucleus; only piR-197269 was completely suppressed in *Wolbachia*-infected cells and no reads were detected in any of the two cellular compartments examined. In the nucleus, there were 13 piRNAs that were up-regulated while only 6 were up-regulated in the cytoplasm.

**Figure 10:**
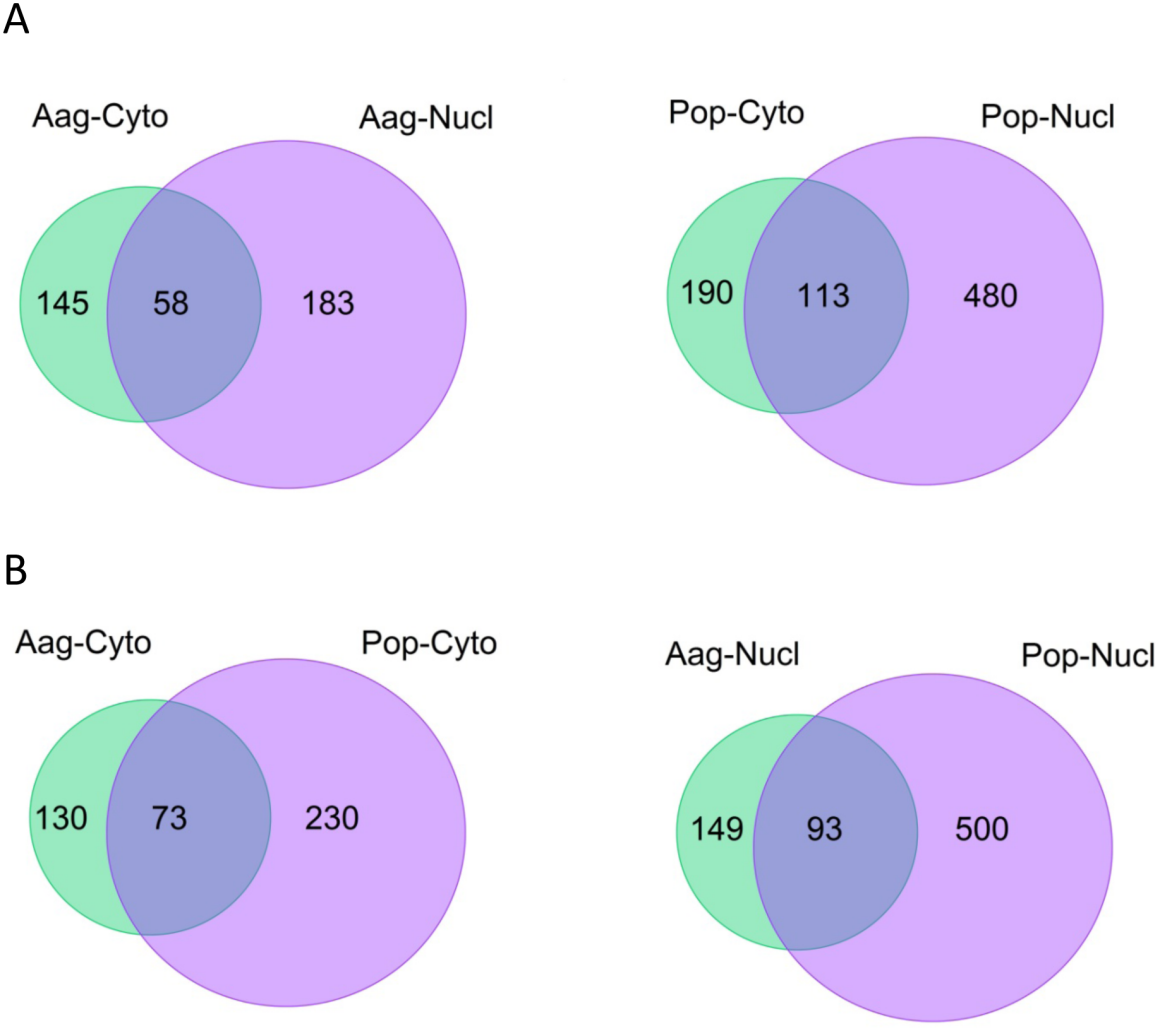
piRNA expression comparison in the nucleus and the cytoplasm of Aag2 and Pop cells. (A) Comparison of cytoplasmic versus nuclear fractions in Aag2 and Pop cells. (B) Comparison of Aag2 versus Pop cells in the cytoplasmic and nuclear fractions.

**Table 3:** Differentially expressed piRNAs in the nucleus of Aag2 cells versus *Wolbachia* infected cells (Pop).

piRNA*	Normalized expressionvalue in Aag2 cells	Normalized expressionvalue in Pop cells	Log2 FoldChange
PIR5650**	0	12.22396229	∞
PIR59291**	0	8.149308193	∞
PIR8200**	0	2.394752846	∞
PIR54642	0	2.251782527	∞
PIR249348**	0	1.215247713	∞
PIR8813**	0	0.750594176	∞
PIR48167	0	0.714851596	∞
PIR35224	0	0.679109016	∞
PIR37716	0	0.643366436	∞
PIR44728	0	0.536138697	∞
PIR260343	0	0.464653537	∞
PIR86373	0	0.393168378	∞
PIR214814	0	0.357425798	∞
PIR210808	0.042309408	1.322475452	4.966118624
PIR239381	0.042309408	0.536138697	3.663555854
PIR35218	0.042309408	0.500396117	3.564020181
PIR54535	0.042309408	0.357425798	3.078593354
PIR7660	0.084618817	0.571881277	2.756665259
PIR72436	0.761569349	4.503565054	2.564020181
PIR59286	0.126928225	0.428910958	1.756665259
PIR75737	0.507712899	1.429703192	1.493630853
PIR65192**	0.719259941	2.001584469	1.47655734
PIR2224	8.800356922	23.8760433	1.439929833
PIR32635**	0.423094083	1.036534814	1.292718159
PIR31042	0.338475266	0.822079335	1.280227215
PIR224625	0.634641124	1.393960612	1.135176882
PIR22527	0.169237633	0.357425798	1.078593354
PIR202518**	0.761569349	0.357425798	−1.091331648
PIR236686**	1.396210473	0.357425798	−1.965800766
PIR61400	0.423094083	0.107227739	−1.980300335
PIR60123	0.423094083	0.07148516	−2.565262836
PIR197269**	1.057735207	0	−∞

*piRNA name in RNAdb v2.0.

**These piRNAs differentially expressed in both cellular fragments between Aag2 and Pop cells.

**Table 4:** Differentially expressed piRNAs in the cytoplasm of Aag2 cells versus *Wolbachia* -infected cells (Pop).

piRNA*	Normalized expressionvalue in Aag2 cells	Normalized expressionvalue in Pop cells	log 2 FoldChange
PIR8200**	0	10.93765991	∞
PIR59291**	0	10.04478972	∞
PIR5650**	0	2.678610591	∞
PIR8813**	0	2.008957943	∞
PIR249348**	0	1.785740394	∞
PIR31228	0	1.67413162	∞
PIR32635**	0.199082548	1.339305296	2.7500462
PIR19840	0.99541274	3.906307112	1.972438621
PIR42038	0.398165096	1.339305296	1.7500462
PIR82944	0.796330192	2.678610591	1.7500462
PIR58103	1.99082548	0.781261422	−1.349489474
PIR69440	2.588073124	0.892870197	−1.535356019
PIR238999	2.189908028	0.669652648	−1.709385419
PIR236686**	18.51467696	4.910786084	−1.914643494
PIR65192**	140.950444	35.37998156	−1.994182821
PIR202518**	6.370641536	1.45091407	−2.134476583
PIR51286	3.185320768	0.446435099	−2.834916301
PIR60603	3.782568412	0.223217549	−4.082843814
PIR37488	1.99082548	0.111608775	−4.156844396
PIR197269**	6.171558988	0	−∞

*piRNA name in RNAdb v2.0.

**These piRNAs were differentially expressed in both cellular fragments between Aag2 and Pop cells.

It has been reported recently that virus-derived piRNAs (vpiRNAs) are produced after viral infection in mosquito and mosquito cells [24]–[27]. In these studies, several thousands of reads with 25–29 nt that mapped to viral genomes were sequenced. Their biosynthesis is still not completely understood but they seem to have the classical ping-pong signature present in piRNA of eukaryotes, suggesting that vpiRNAs may be processed by similar mechanisms as canonical piRNAs. When piRNA pathway proteins were depleted, the replication of Semliki Forest virus increased by several folds [26]. These results suggested that non-canonical piRNA pathway may be present in mosquitoes and may be acting redundantly to the siRNA pathway to target virus replication. These are the first reports that study the involvement of piRNA in host-pathogen interaction. However, none of these studies evaluated the effect of the pathogen on the endogenous levels of the mosquito piRNAs. In our study, changes in specific pools of mosquito piRNAs were detected in the presence of the pathogen. Our results using *Wolbachia* suggests that host piRNAs may also be involved in this interaction. Further functional experiments will elucidate the role of host piRNAs after *Wolbachia* infection.

## Conclusions

This study found an overall increase for small RNAs between 18 and 28 nucleotides in cells infected with the endosymbiontic bacterium *Wolbachia* strain *w*MelPop-CLA, and also an increase in the mRNA levels of the argonaute proteins AGO1–3. *Wolbachia* changed the abundance of specific sets of miRNAs in the nucleus and the cytoplasm of mosquito cells and consequently altered the natural miRNA profile of Aag2 cells. We have identified for the first time pools of piRNAs that were affected by the presence of *Wolbachia*, but the implications of these changes need further studies. The different miRNA profiles found between the nucleus and the cytoplasm suggests that there is an active transport of miRNAs between cellular compartments; furthermore this shuttling of miRNAs between compartments was affected by the presence of *Wolbachia*, changing also the abundance of specific miRNAs in the nucleus and the cytoplasm. Analysis of the structure of the mosquito miRNAs showed different types of modifications naturally occurring in the insect cells, but interestingly *Wolbachia* increased the frequency of these modifications; the implications and reasons of these manipulations are unknown and need further characterization. Overall, this work contributes to the understanding of the complicated host-endosymbiont interactions and provides new data to better understand how *Wolbachia* manipulates the host RNAi/miRNA/piRNA machinery in order to facilitate its persistent replication in mosquito cells.

## Supporting Information

Figure S1 **1% Denaturing agarose gel of RNA in the nucleus and cytoplasmic fractions from Aag2 and Pop cells.** 5S specific probe to the nuclear fraction was used in Northern blot to confirm integrity and purity of the nuclear RNA.
(TIF) Click here for additional data file.

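Table S1 gives, for each library, the number of distinct sequences and of reads assigned to each known *Ae. aegypti* miRNA, followed by a list of homologs of miRNAs from other species. Its known miRNAs are those with at least 10 reads, 62 and 66 in the nucleus and the cytoplasm of Aag2 cells and 70 and 75 in those of Pop cells, and every one of these counts is the same as in the deposited read counts. The deposited lists add 31, 31, 27 and 24 miRNAs with fewer than 10 reads in the same order of libraries, which together hold 79, 117, 96 and 104 reads.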

Table S1 **A complete list of all miRNAs identified in the four libraries with their count numbers.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

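Small RNA was sequenced in 4 libraries, 1 each from the nuclear and the cytoplasmic fraction of Aag2 and Pop cells, with no replicates. The authors discarded reads without a 3′ adaptor and very short reads, gave the remaining sequences with their counts to miRanalyzer, and aligned them with Bowtie to the known *Ae. aegypti* miRNAs of miRBase, allowing up to 2 mismatches. For each library the authors deposited the read count of each known miRNA, without normalization, and the number of distinct sequences behind that count. The RPM values the authors deposited were the same read counts scaled to a fixed total, by the library total in one column and by the reads assigned to miRNAs in another. The library totals recovered from these columns were 23635405 reads in the nucleus and 5023042 in the cytoplasm of Aag2 cells, and 27977835 and 8959869 in Pop cells. The paper states 23755504, 5129315, 28255577 and 9069354 sequenced reads in the same order, and where libraries were scaled by sequenced reads these were used. The smallest share of the miRNA reads that 3 reads could show lay between 7.1e-04% and 0.00182%.

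From the counts, a miRNA was called detected with at least 10 reads, and the sets of detected miRNAs were compared between fractions and between cell lines. For each miRNA past this minimum in one library of a pair alone, its reads were compared with all other miRNA reads of both libraries by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment within each of the 4 sets of such miRNAs. The exact test thus follows scaling by total miRNA reads and was not repeated under other scalings. For log2 ratios, the counts of each pair of libraries were scaled by the median of ratios over the miRNAs with reads in both (82 for the nucleus and 92 for the cytoplasm in Pop against Aag2, 85 in Aag2 and 93 in Pop for nucleus against cytoplasm). The intervals of the ratios are 95% Clopper-Pearson intervals on the share of a miRNA's reads in one of the libraries, and those of shares are Wilson intervals. With 1 library per condition, edgeR's quasi-likelihood test could not be fitted with a separate mean for each condition. A model adding the effects of fraction and cell line was not fitted, so no p-value is given for a ratio. A miRNA was counted as changed at 2-fold or more, among those with at least 10 reads in both libraries. The median size of the change in 3 ranges of abundance was set against 1000 simulated pairs of libraries that differed by counting error only, and 1 planned statistic on the size of the change and abundance is not reported here.

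The miRNAs given by name are those that the results text names as changed, suppressed, induced, specific to a fraction or most abundant, and the 3 highest and 3 lowest ratios of each comparison. The alternatives were scaling by total miRNA reads, by edgeR's TMM factors, by the sequenced reads the paper states and by miRNA reads without miR-184, a pseudocount of 1, other minimum counts, libraries subsampled to 164773 miRNA reads in 100 draws, distinct sequences in place of reads, and other lengths of the list of most abundant miRNAs. The ratios were tested on simulated Poisson counts in which some miRNAs changed 4-fold and the others did not change: 53 of 54 changed miRNAs passed 2-fold in the right direction, 1 of 201 unchanged ones passed it, and 238 of 255 intervals held the simulated ratio. By comparison, this ran from 60 of 68 for Pop against Aag2 in the cytoplasm to 57 of 57 between the fractions of Aag2. The simulation had counting error only, so its rates leave out PCR duplicates and variation between libraries. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors. Small RNAs other than known *Ae. aegypti* miRNAs and the homologs of Table S1 were not analysed here. Read lengths, sequence variants of single miRNAs and positions in the genome were not analysed either.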

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

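Of 53 miRNAs with at least 10 reads in every library, 11 changed in opposite directions from Aag2 to Pop in the nucleus and in the cytoplasm, with the intervals of counting error excluding 0 in both fractions. The test of the library scaling for these miRNAs was chosen only after the result was seen. The log2 ratio in the nucleus minus that in the cytoplasm was -2.03 for miR-276-3p, -1.04 for miR-71-5p and -0.80 for miR-970, which fell in the nucleus and rose in the cytoplasm. It was 1.06 for miR-2940-5p, 1.17 for miR-12-5p, 1.28 for miR-1889-5p, 1.59 for miR-9b, 1.70 for miR-283, 1.80 for miR-2b, 2.13 for miR-190 and 2.17 for miR-7, which rose in the nucleus and fell in the cytoplasm. With 1 library per condition, the difference between the fractions was not tested.

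One technical explanation is the choice of library scaling, since a common shift of all ratios in a fraction turns small changes around. Under all 4 other scalings, 6 of the 11 miRNAs kept ratios of opposite sign, namely miR-1889-5p, miR-9b, miR-283, miR-2b, miR-190 and miR-7. The number was 11 with TMM and 8 with each of the other 3. With the intervals also required to exclude 0 in both fractions, as in the choice of the 11, 4 were left under all 4, namely miR-1889-5p, miR-283, miR-2b and miR-7. miR-9b and miR-190 kept the signs but had an interval that includes 0 under at least 1 scaling. miR-276-3p, miR-71-5p, miR-970, miR-2940-5p and miR-12-5p lost the opposite signs under at least 1, so for these the change cannot be told apart from the choice of library scaling. For the 4 that kept signs and intervals, a different share of each miRNA between the fractions in the presence of *Wolbachia* may remain as a hypothesis, but carry-over between the fractions and variation between libraries were not tested, and the pattern cannot be told apart from these.

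The deposited counts include miRNAs that Table S1 leaves out. With at least 3 reads, the smallest count taken as a signal, there were 11 such miRNAs in the nucleus and 17 in the cytoplasm of Aag2 cells, and 16 and 16 in Pop cells, all with fewer than 10 reads. They hold 79, 117, 96 and 104 reads in the same order, together with the miRNAs under 3 reads. The libraries include no control without these miRNAs, and no biological explanation was tested.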

How the results depend on the processing

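The alternatives were set before the data were examined, and the cause of the changes listed here was not tested. No paired analysis was run, and each condition had 1 library. Of 74 log2 ratios of single miRNAs, 45 kept their direction under scaling by total miRNA reads, by TMM, by sequenced reads and by miRNA reads without miR-184, with a pseudocount of 1, and with distinct sequences in place of reads. The other 29 reversed under at least 1 of these. A pseudocount of 1 left all 74 ratios within their intervals. Ratios outside their intervals without a reversal numbered 36 with total miRNA reads, 38 with TMM, 42 with sequenced reads, 41 without miR-184 and 54 with distinct sequences.

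Scaled by total miRNA reads, 19 miRNAs were at least 2-fold up and 3 down in the nucleus of Pop cells, in place of 10 and 5, and 20 up and 9 down in the cytoplasm, in place of 13 and 16. The log2 ratio of Pop to Aag2 then reversed to 0.28 for miR-306-5p, 0.054 for miR-970, 0.14 for miR-92a-3p and 0.014 for miR-276-3p in the nucleus, and to 0.14 for miR-989, 0.024 for miR-2940-5p, 0.24 for miR-275-3p and 0.15 for miR-184 in the cytoplasm. With TMM, 8 miRNAs were down in the nucleus, 20 up and 10 down in the cytoplasm, and 7 higher in the nucleus than in the cytoplasm of Pop cells in place of 11. The cytoplasmic ratio reversed to 0.081 for miR-989, 0.18 for miR-275-3p and 0.086 for miR-184. With miRNA reads without miR-184, 17 were up and 3 down in the nucleus and 23 up and 7 down in the cytoplasm. The ratio reversed to 0.23 for miR-306-5p, 4.6e-04 for miR-970 and 0.083 for miR-92a-3p in the nucleus, and to 0.25 for miR-989, 0.13 for miR-2940-5p, 0.34 for miR-275-3p and 0.25 for miR-184 in the cytoplasm.

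Scaled by the sequenced reads the paper states, 38 miRNAs were up and 0 down in the nucleus of Pop cells. In Aag2 cells 0 were at least 2-fold higher in the nucleus and 56 in the cytoplasm, in place of 14 and 15, and in Pop cells 0 and 52, in place of 11 and 16. The nuclear ratio of Pop to Aag2 reversed to 1.10 for miR-306-5p, 0.87 for miR-970, 0.95 for miR-92a-3p, 0.53 for miR-92b-3p, 0.83 for miR-276-3p, 0.27 for miR-317, 0.15 for miR-34-5p, 0.34 for miR-275-3p, 0.75 for miR-184 and 0.057 for miR-281-5p, and the cytoplasmic one to -0.10 for miR-92a-3p. The ratio of nucleus to cytoplasm reversed to -0.16 for miR-276-3p, -2.20 for miR-989, -1.02 for miR-87 and -1.09 for miR-13-5p in Aag2 cells, and to -0.83 for miR-276-3p, -1.50 for miR-2940-5p, -0.21 for miR-306-3p and -0.21 for miR-13-5p in Pop cells. As a percent of sequenced reads, miR-184 had 0.320% in the nucleus and 2.76% in the cytoplasm of Aag2 cells, and 0.538% and 2.01% in Pop cells.

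With at least 1 read in both libraries in place of 10, 16 miRNAs were up and 11 down in the nucleus and 22 up in the cytoplasm of Pop cells, and 25 in Aag2 and 19 in Pop cells were at least 2-fold higher in the nucleus. With at least 50 reads, 2 were up in the nucleus and 7 in the cytoplasm, 9 were higher in the nucleus and 7 in the cytoplasm of Aag2 cells, and 7 in the nucleus of Pop cells. In the list of the 10 most abundant miRNAs, 1 entered in the nucleus and 2 in the cytoplasm of Pop cells, in place of 2 and 6.

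With a minimum of 1 read, 8 miRNAs were detected in the nucleus of Aag2 cells alone, in place of 5, and 6 in the cytoplasm of Pop cells alone, in place of 11. In Pop, 11 were suppressed in the nucleus, in place of 3, and in the cytoplasm 7 were induced, in place of 14, and 92 shared. Over both fractions 8 were suppressed and 6 induced, in place of 2 and 12. With a minimum of 3 reads, 16 were detected in the cytoplasm of Aag2 cells alone, in place of 9, 17 were induced in the nucleus, in place of 11, 3 suppressed in the cytoplasm, in place of 5, and 4 suppressed over both fractions. With a minimum of 20 reads, these numbers were 14, 19, 3 and 5, and 3 were detected in the cytoplasm of Pop cells alone. After subsampling to equal miRNA reads, the mean number was 10.8 in the nucleus and 4.11 in the cytoplasm of Aag2 cells alone, 3.32 in the cytoplasm of Pop cells alone, 6.52 induced in the nucleus, and 5.35 suppressed and 6.77 induced over both fractions.

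Distinct sequences in place of reads gave far smaller counts. With at least 10, 29 miRNAs were detected in the nucleus of Aag2 cells, all 29 of them in both fractions, with 0 in the nucleus and 20 in the cytoplasm alone, and in Pop cells 3 and 7 alone. In the nucleus 0 were suppressed, 23 induced and 29 shared, in the cytoplasm 2 suppressed and 9 induced, and 1 was suppressed over both fractions. Among miRNAs with at least 10 distinct sequences in both libraries, 2-fold changes from Aag2 to Pop were 0 up and 0 down in the nucleus. In the cytoplasm they were 4 up and 3 down. Between fractions, 4 were higher in the nucleus and 0 in the cytoplasm of Aag2 cells, and 0 and 5 in Pop cells. With them 5 miRNAs entered the 20 most abundant in the nucleus, and miR-184 had 18.5% and 14.9% in the nucleus and the cytoplasm of Aag2 and 17.9% and 15.6% in those of Pop cells. The ratio of Pop to Aag2 reversed to -0.29 for bantam-3p, -0.28 for miR-2940-3p and 0.20 for miR-92a-3p in the nucleus, and to -0.033 for miR-970, 0.28 for miR-34-5p and 0.15 for miR-184 in the cytoplasm. The ratio of nucleus to cytoplasm reversed to 0.058 for miR-2940-5p in Aag2 and 0.0065 for miR-989 in Pop cells.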

Differences from the paper's values

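The paper's share of reads mapped to known miRNAs is 34% in the nucleus of Aag2 cells and 50% in the other libraries. The miRNA reads behind the deposited RPM values were 0.703% of the library in the nucleus of Aag2 cells, 7.32% in their cytoplasm, 1.25% in the nucleus of Pop cells and 4.75% in their cytoplasm. No alternative set before the data were examined bears on this share. The paper does not state which reads its percentages are taken from, so its shares and these may not measure the same quantity.

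In Fig. 4, read by eye, the paper's expression value of let-7 in the nucleus is about 9 times that in the cytoplasm in Aag2 cells and about 9 times in Pop cells, and the scaled counts gave ratios of 0.233 and 0.123. For miR-989 the paper's ratio is about 5 in Aag2 cells and about 4 in Pop cells in Fig. 4, read by eye, and the scaled counts gave 2.28 and 0.845. For miR-2940-5p in Aag2 cells the paper's ratio is about 1.4 in Fig. 4, read by eye, and the scaled counts gave 0.697. With distinct sequences in place of reads, the ratio of miR-2940-5p in Aag2 cells was 1.04, within 1.5 times the paper's. The other alternatives set before the data were examined (total miRNA reads, TMM, sequenced reads, miRNA reads without miR-184 and a pseudocount of 1) did not close that gap, and none of the 6 closed the gaps of let-7 and miR-989. With the nuclear and cytoplasmic libraries exchanged, a setting chosen only after seeing the values, the bars of let-7, miR-989 and miR-2940-5p lay within 1.07-fold, 1.03-fold and 1.10-fold of the files, each in the best of 4 units.

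The paper states that bantam-5p rose in the nucleus of Pop cells among the most abundant miRNAs, while Table 1 lists bantam-3p. The log2 ratio was 0.26 for bantam-5p, with an interval that includes 0, and 1.19 for bantam-3p. It states that miR-306-5p fell in the nucleus and miR-92a-3p in the cytoplasm, where the log2 ratios were -0.13 and 0.032 with intervals that include 0. It states that miR-2940 rose in the presence of *Wolbachia*. The log2 ratio of miR-2940-3p was 0.34 in the nucleus and 0.23 in the cytoplasm and that of miR-2940-5p 0.60 in the nucleus, while in the cytoplasm miR-2940-5p was at -0.46, or 0.024 by total miRNA reads and 0.13 by miRNA reads without miR-184. The paper counts miR-970 among the miRNAs that changed as in mosquitoes, and its log2 ratio was -0.36 in the nucleus and 0.43 in the cytoplasm. The text lists miR-22 in the cytoplasm of Pop cells alone, while Fig. 3B and the deposited counts have miR-33, with 10 cytoplasmic and 1 nuclear reads.

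The paper states that in Pop cells miR-1175 was found in the nucleus only, where miR-1175-5p had 12 nuclear and 7 cytoplasmic reads and miR-1175-3p 8 and 19. It states that miR-1174 fell more than any other miRNA. In the cytoplasm the log2 ratio of miR-1174 was -2.91. Among miRNAs with fewer than 10 reads in at least 1 library, miR-1175-5p was lower there at -4.82, as was miR-133 at -3.50. Such miRNAs also had lower log2 ratios in the nucleus, with -6.39 for miR-1, -3.85 for miR-263a-3p and -3.22 for miR-10.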

Other observations

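The tests of RNA from another animal over all vertebrate families and of equal depth were chosen before their results were seen. The tests that leave out miR-486 or miR-99, that concern miR-9a and miR-124, the arms of bantam, the calls of suppressed and induced miRNAs, the scaling for let-7, miR-100 and miR-125-5p, and Fig. 4 were chosen only after the result was seen.

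let-7, miR-100 and miR-125-5p rose together in Pop cells, with a median log2 ratio of 3.01 in the nucleus and 4.97 in the cytoplasm. These 3 were picked after their ratios were seen. The choice of library scaling was tested: the lowest ratio of the 3 in either fraction under the 5 scalings was 2.27, so that each rose more than 2-fold under all of them. RNA of another animal, such as that in serum of the medium, was tested with homologs of Table S1 in families listed beforehand as having members in vertebrates and none in insects, since up to 2 mismatches were allowed in the assignment of reads. Over all these families the cytoplasmic reads went from 8404 in Aag2 to 13091 in Pop cells, a log2 ratio of -0.055. The nuclear reads went from 41 to 251, a log2 ratio of 1.13, and both ratios were under the limit. The limit, 0.5 times the median log2 ratio of the 3 miRNAs, was 2.48 in the cytoplasm and 1.50 in the nucleus. Most of the cytoplasmic reads belonged to miR-486, with 8100 and 10267. The cytoplasmic ratio over all families therefore follows miR-486 and cannot decide whether reads of the other families rose. Without it the cytoplasmic reads went from 304 to 2824, a log2 ratio of 2.52, and the nuclear ones from 25 to 231 (1.73), both above the limit. miR-99, from 36 to 607 cytoplasmic reads, was in the list of families but is a relative of insect miR-100. With miR-99 left out as well, the log2 ratio was 2.35 in the cytoplasm and 1.32 in the nucleus, both under the limit. By total miRNA reads the cytoplasmic ratio was 3.00 without miR-486 and 2.84 without both, against a limit of 2.73, and the nuclear ratio was 2.14 and 1.74 against 1.71, so the outcome depends on the scaling and on which families are counted. In the cytoplasm miR-26 went from 22 to 1061 reads, miR-151 from 30 to 291 and miR-191 from 13 to 86, and the homologs let-7i from 10 to 128 and miR-125a from 0 to 87. In relative terms the rises were smaller for miR-22, from 129 to 284 reads, miR-148, from 25 to 71, and miR-146, from 17 to 65. The ratios fell on both sides of the limit, and a rise of let-7, miR-100 and miR-125-5p in the presence of *Wolbachia* cannot be told apart from reads of another animal in the Pop libraries.

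miR-9a and miR-124 had 804 and 486 reads in Pop and none in Aag2 cells. As a test of RNA of another animal, all 12 families other than miR-486 that were listed in at least 1 cytoplasmic library had a higher scaled count in the cytoplasm of Pop than of Aag2 cells. For 4 of them this rests on their absence from the Aag2 list, and the lists hold no homolog under 10 reads. Leaving out miR-99, 7 of the 7 families listed in both cytoplasmic libraries were higher in Pop. In the nucleus miR-30 went from 25 to 16 reads, while miR-26, miR-99, miR-151 and miR-181 were listed in Pop alone, with 117, 56, 30 and 12 reads. Such RNA and an induction by *Wolbachia* cannot be told apart for these reads.

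In all, 81 miRNAs were detected in Pop and 71 in Aag2 cells, and the Pop libraries had more miRNA reads. With all libraries subsampled to equal miRNA reads, the means over 100 draws were 67.5 in Pop (65 to 70) and 66.1 in Aag2 cells (66 to 67), so that over the union of the fractions depth removes most of the difference between the cell lines. By fraction it does not in the cytoplasm: Pop had on average 2.21 more than Aag2 in the nucleus, where its draws ran from 62 to 67 and Aag2 had 62, and 6.69 more in the cytoplasm, where 75 were detected in Pop and 66 in Aag2 before subsampling. Of the 33 suppressed or induced calls, 13 had reads that did not differ between the libraries at an adjusted p under 0.05 by Fisher's exact test, and 20 did. The calls were selected on the same counts, so this does not show how many of them the minimum of 10 reads accounts for.

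The arms of bantam changed places in the cytoplasm. The 5p arm had 76.1% of the bantam reads in Aag2 (95% Wilson interval 74.6 to 77.5) and 30.6% in Pop cells (29.0 to 32.2). For miR-71 the 5p share was 58.5% in Aag2 and 12.3% in Pop cells. Of 11 miRNAs with both arms at 10 reads or more in every library, 5 shifted at least 2-fold in the cytoplasm, 4 of them toward the 3p arm, and the paper does not report it. The ratio of the arms within one library is the same under any scaling, and that of bantam changed by -2.85 on the log2 scale. A few sequences counted many times were tested as a cause with distinct sequences, where the ratio changed by -1.25, in the same direction and past 2-fold. Of the others that shifted toward the 3p arm, miR-71 changed by -1.81 in distinct sequences. The changes of miR-281 (-0.91) and miR-305 (-0.84) were under 2-fold. In the nucleus the ratio of distinct sequences of bantam changed by 1.19 and that of its reads by -0.93. A change in the arm that is kept may be a hypothesis for the cytoplasm, though a bias between libraries in which ends are captured was not tested, and with 1 library per condition the change cannot be told apart from it.

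The bars of sequencing values in Fig. 4 were compared with the deposited counts in 4 units (reads, RPM of the library, RPM of miRNA reads and scaled counts), with the fractions as labelled and exchanged. With the fractions exchanged, the largest fold deviation of a bar was 1.07 for let-7 in reads, 1.03 for miR-989 in RPM of the library and 1.10 for miR-2940-5p in scaled counts. As labelled, the smallest such deviations were 8.47, 2.3 and 1.40. Bars drawn with the fractions exchanged are a candidate explanation, limited by values read by eye and by a different best unit for each miRNA. The miR-276-3p counts and Table S1 follow the fractions as labelled in the deposited counts.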
